# Genetic and biochemical analyses reveal direct interactions between LitR and genes important for *Vibrio fischeri* physiology, including biofilm production

**DOI:** 10.1128/jb.00042-25

**Published:** 2025-08-01

**Authors:** Brittany L. Fung, Chase Mullins, Douglas B. Rusch, Elizabeth G. Musto, Julia C. van Kessel, Karen L. Visick

**Keywords:** *Vibrio fischeri*, quorum sensing, biofilms, cellulose, adhesins

## Abstract

Bacteria can link gene expression to population density to promote group behaviors using quorum sensing. Quorum sensing controls a multitude of bacterial processes, such as virulence, motility, and biofilm formation. In *Vibrio fischeri*, the quorum-sensing-dependent transcription factor LitR inhibits biofilm formation. A previous study showed that LitR inhibits transcription (~1.4-fold) of the *bcs* locus, which comprises the genes responsible for producing the cellulose polysaccharide. However, beyond that, the mechanism of LitR-mediated inhibition of biofilm formation was unknown. Here, we find that LitR transcriptionally activates *pdeV*, which encodes a c-di-GMP phosphodiesterase that indirectly promotes cleavage of the large adhesive protein LapV from the surface of *V. fischeri*, leading to biofilm dispersal. LitR also induces transcription of the gene for sensor kinase VF_A1016, which we determined to be important for biofilm inhibition. Like the loss of LitR, the loss of VF_A1016 increased *bcs* transcription (~1.6-fold). Through chromatin immunoprecipitation sequencing (ChIP-seq), we found that LitR directly binds to the *VF_A1016* and *pdeV* regulatory region. In total, we identified 147 LitR-binding sites in the genome and confirmed transcriptional control over a subset of these putative regulatory targets. Specifically, we determined that LitR induces transcription of the genes encoding the diguanylate cyclase VF_1200 and the glyoxylate shunt protein AceB and inhibits expression of the putative transcription factor TfoY. These data expand our understanding of LitR-mediated regulation of genes involved in biofilm formation and the physiology of *V. fischeri*.

**IMPORTANCE:**

Bacteria can coordinate their behaviors on a population level using quorum sensing, a process that results in altered gene regulation. In *Vibrio fischeri*, the quorum-sensing-regulated transcription factor LitR inhibits the formation of biofilms, communities of attached and protected bacteria, by diminishing the production of cellulose. Here, we determined that LitR controls additional known or putative biofilm factors. We also identified other possible targets of LitR regulation by high-throughput chromatin immunoprecipitation sequencing. This work furthers our understanding of the established connection between quorum sensing and biofilm formation in *V. fischeri* strain ES114. These findings also have the potential to translate to known pathways in other *Vibrios* where quorum sensing and biofilm production are linked.

## INTRODUCTION

Bacteria can alter their gene expression at a population level, leading to multicellular-like behavior (1). This process, called quorum sensing (2), occurs when bacterial cells release and then detect small molecules (or peptides) called autoinducers. Under high cell density conditions, autoinducers activate signaling cascades that control the regulation of downstream genes, leading to behaviors such as competition, competence, biofilm formation, and bioluminescence (3).

*Vibrio fischeri*, a marine microorganism, uses quorum sensing to control bioluminescence, competence, motility, the type VI secretion system, and acetate metabolism (4–12). At low cell densities, LuxO, a quorum-sensing-controlled response regulator, is phosphorylated and active, leading to the expression of the sRNA Qrr1 (5, 13, 14) (Fig. 1). Qrr1 inhibits *litR* translation (5); thus, LitR levels are low, and regulation of downstream genes is minimal. LitR is a conserved TetR-type transcriptional regulator found in other *Vibrios* such as HapR in *Vibrio cholerae* and LuxR in *Vibrio harveyi* (4, 15, 16). When the bacteria reach a high cell density, autoinducers bind to their receptors at a higher frequency, leading to the dephosphorylation of LuxO, thus preventing the activation of the sRNA Qrr1 (Fig. 1). This leads to increased *litR* mRNA translation (5) and an increase in LitR-dependent phenotypes.

**Fig 1:**
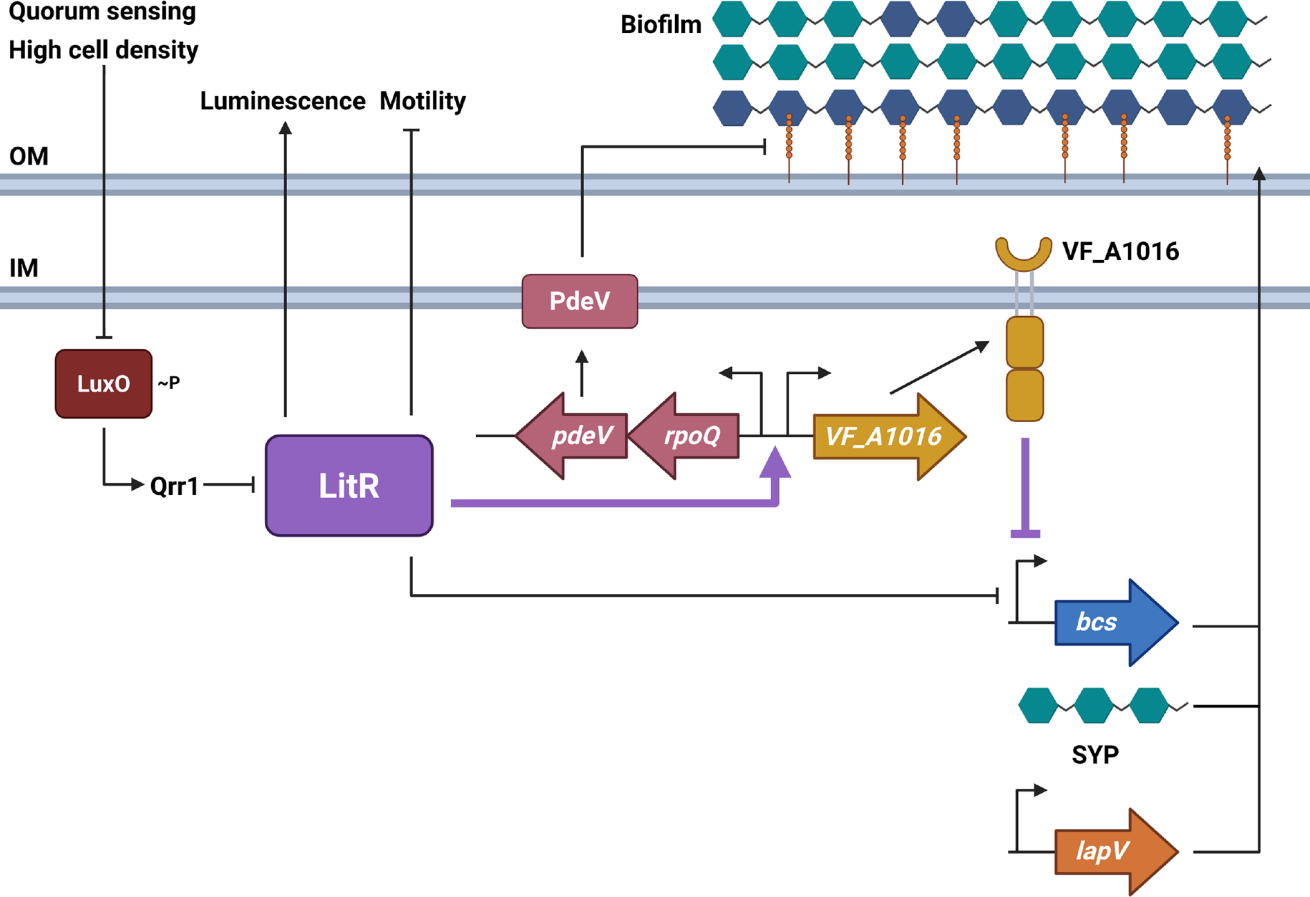
The known LitR pathway and relevant genes. At high cell densities, the quorum-sensing regulator LuxO is dephosphorylated, preventing Qrr1 expression and thus allowing for LitR production. LitR induces luminescence and inhibits motility. *V. fischeri* biofilms are composed of SYP (teal hexagons), cellulose polysaccharide (blue hexagons), and the LapV adhesin (orange line). Cellulose and LapV are produced by the *bcs* locus and *lapV* gene, respectively. LitR modulates biofilm formation by inhibiting *bcs* transcription. LitR also increases transcriptional activity of *pdeV* and *VF_A1016* by directly binding to their regulatory region. PdeV is a phosphodiesterase whose activity indirectly results in cleavage of LapV from the surface of *V. fischeri*, leading to biofilm dispersal. The sensor kinase VF_A1016 also inhibits *bcs* transcription to control biofilm formation. Bolded/purple lines indicate connections uncovered in this work. OM, outer membrane; IM, inner membrane. Created in BioRender. Fung, B. (2025) https://BioRender.com/e94v572.

A recent study expanded the known function of LitR to include the ability to inhibit the formation of biofilms, attached and protected microbial communities (17, 18). *V. fischeri* biofilms can contain both symbiosis polysaccharide (SYP) and cellulose polysaccharide, with SYP contributing to biofilm cohesion and cellulose allowing for surface attachment (19–22). The relative importance of the two polysaccharides varies depending on the growth conditions. Generally, biofilms depend on the production of both SYP and cellulose polysaccharides under static growth conditions, but are more heavily dependent on cellulose under shaking conditions (18). Loss of LitR increases biofilm formation under both conditions (18). This phenotype could be due, at least in part, to LitR-mediated inhibition of *bcs* (cellulose) transcription observed under shaking conditions.

In addition to SYP and cellulose polysaccharide, another component of the *V. fischeri* biofilm is LapV, a surface adhesin that likely mediates the connection between cells and polysaccharide components and/or surfaces (23). The presence of LapV on the surface of *V. fischeri* is indirectly modulated by the levels of cyclic diguanylate (c-di-GMP) (23–26). Currently, a single c-di-GMP phosphodiesterase (PDE), PdeV, has been implicated in diminishing the c-di-GMP levels needed for maintaining surface-associated LapV (23). Thus, it was notable that a previous microarray identified *pdeV*, among other genes, as negatively regulated by LuxO (7), the upstream inhibitor of LitR (Fig. 1).

Here, we further probed the role of LitR in controlling biofilm formation. We determined that LitR induces transcription both of *pdeV,* likely leading to cleavage of LapV, and of *VF_A1016*, which encodes a sensor kinase that, in turn, inhibits the transcription of cellulose genes. We also used chromatin immunoprecipitation (ChIP-seq) to globally identify LitR-regulated genes, which confirmed that LitR directly controls *pdeV* and *VF_A1016* transcription. Furthermore, 147 binding sites and 181 putative LitR-controlled genes were identified. For the diguanylate cyclase VF_1200, the glyoxylate shunt enzyme AceB, and the putative transcription factor TfoY (6, 11, 27–30), we confirmed that LitR exerts control at the level of transcription. Together, our data provide potential explanations for a number of LitR-controlled phenotypes, including biofilm formation, furthering our understanding of the role of this important regulator in the physiology of *V. fischeri*.

## RESULTS

### The ∆*litR* mutant biofilm is dependent on the presence of LapV

We previously determined that LitR caused a ~1.4× decrease in transcription of the cellulose genes, an amount that seemed inadequate to fully explain the negative impact of LitR on biofilm formation (18). Thus, we explored a role for LitR in controlling other biofilm factors, such as the LapV adhesin. As previously observed, the ∆*litR* mutant produced a more robust biofilm compared to WT under both static and shaking liquid conditions (18) (Fig. 2A-D). Under static conditions, the pellicle was visually more cohesive and, correspondingly, the turbidity underneath the pellicle was lower in comparison to WT (Fig. 2A and B). In shaking liquid conditions, the ∆*litR* mutant showed a decrease in turbidity and formed a larger clump at the bottom of the culture (Fig. 2C and D). Loss of LapV diminished both these phenotypes. In static growth, the ∆*litR* ∆*lapV* mutant pellicle was thinner, with very slight stickiness, and the liquid underneath was more turbid than that of its Δ*litR* parent (Fig. 2A and B). Moreover, in shaking conditions, the culture was completely turbid and no ring was apparent, indicating that the biofilm produced by the ∆*litR* mutant is fully dependent on *lapV* under these conditions (Fig. 2C and D).

**Fig 2:**
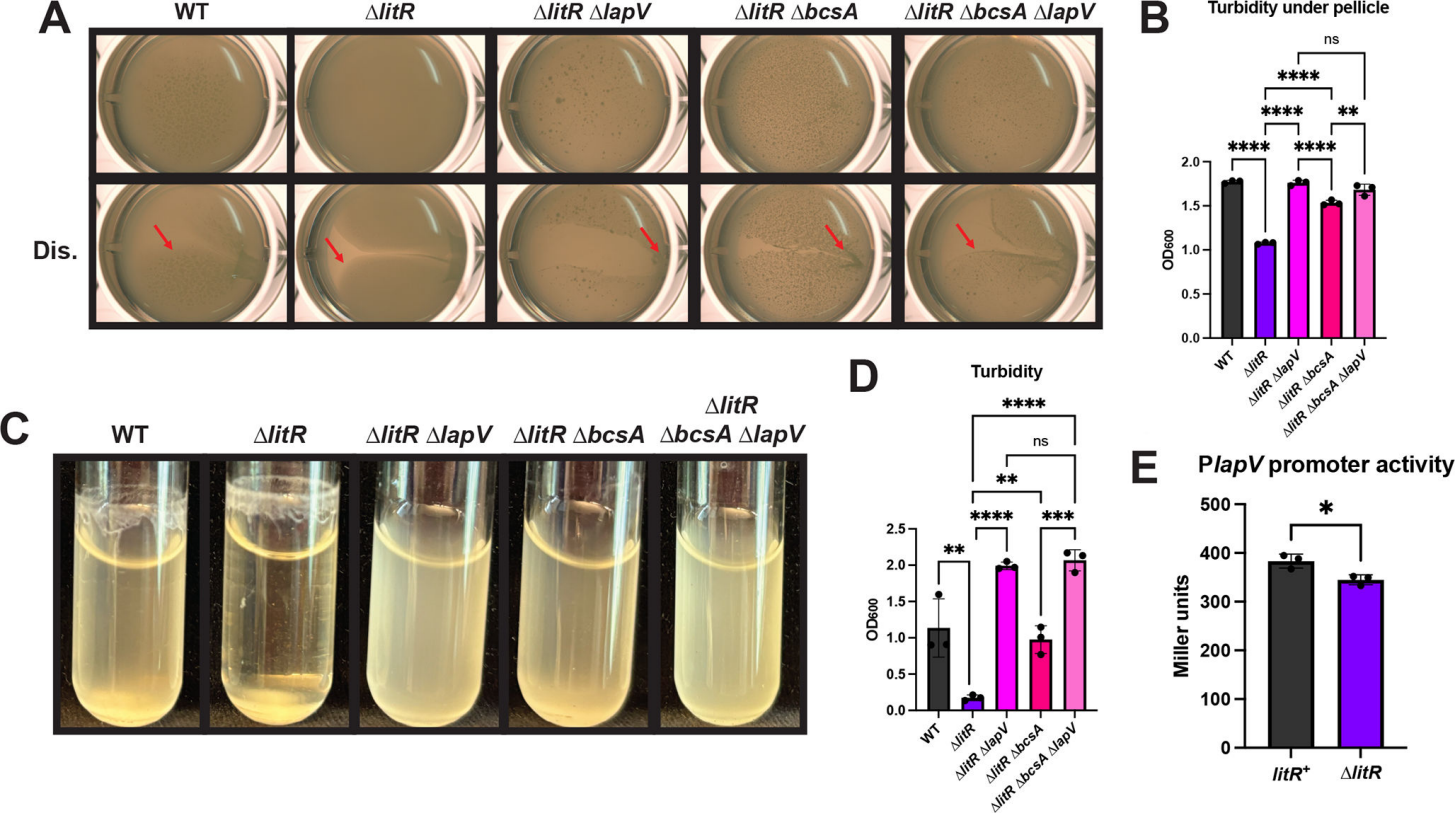
The ∆*litR* mutant is dependent on LapV for biofilm formation. (**A**) WT (ES114), the ∆*litR* mutant (KV10494), the ∆*litR* ∆*lapV* mutant (BF76), the ∆*litR* ∆*bcsA* mutant (BF11), and the ∆*litR* ∆*bcsA* ∆*lapV* mutant (BF669) were assessed after 72 h of static growth at 24°C in LBS + 10 mM CaCl_2_. Pellicles were imaged using the Zeiss Stemi 2000-c microscope at 6.5× magnification with and without disruption (Dis.) using a toothpick to assess stickiness of the pellicle. Red arrows are used to highlight an area of each disrupted pellicle where stickiness and/or cohesiveness is observed. (**B**) Turbidity of the liquid underneath the pellicle was measured by OD_600_ and plotted. (**C**) WT (ES114), the ∆*litR* mutant (KV10494), the ∆*litR* ∆*lapV* mutant (BF76), the ∆*litR* ∆*bcsA* mutant (BF11), and the ∆*litR* ∆*bcsA* ∆*lapV* mutant (BF669) were imaged after 24 h of shaking growth at 24°C in tTBS + 10 mM CaCl_2_. (**D**) The turbidity of the liquid was measured by OD_600_ and plotted. (**E**) The *litR*^+^ strain (BF598) and the ∆*litR* mutant (BF599), both carrying a ∆*sypQ* mutation and the P*lapV-lacZ* reporter, were grown with shaking in LBS + 10 mM CaCl_2_ at 24°C for 22 h. Cell extracts were then assessed for β-galactosidase activity as a measure of P*lapV* activity, and the final Miller units were calculated. Statistics for panels B and D were performed using a one-way analysis of variance (ANOVA) corrected for multiple comparisons with Tukey’s test; ns: not significant, **P-value < 0.0063, ***P-value: 0.0006, ****P-value < 0.0001. Statistics for panel E were performed using an unpaired t-test; *P-value: 0.0193.

Because the biofilms formed under both static and shaking conditions also depend on cellulose polysaccharide (18), we next investigated the relative contributions of cellulose and LapV for these biofilm phenotypes. In static growth, the ∆*litR* ∆*bcsA* mutant was slightly less turbid compared to the ∆*litR* ∆*lapV* double mutant and the triple mutant (Fig. 2A and B), which indicates that LapV makes a greater contribution to biofilm formation in this condition. During growth with shaking, loss of LapV resulted in the greatest turbidity (least biofilm); the ∆*litR* ∆*bcsA* ∆*lapV* mutant phenocopied the ∆*litR* ∆*lapV* mutant (Fig. 2C and D). These data indicate that both factors make key contributions, but LapV makes a greater contribution to these phenotypes than cellulose. We hypothesize that LapV may facilitate the function of cellulose and potentially a second factor, likely SYP polysaccharide, to promote biofilm formation under these conditions.

Because LitR is a transcription factor, we asked whether LitR inhibits *lapV* transcription to negatively regulate LapV production. We tested this possibility using a β-galactosidase assay with a strain that carried the *lapV* promoter fused to a promoterless *lacZ* gene. The loss of LitR exerted a minimal but significant negative effect (Fig. 2E); introduction of the *litR*-expressing multi-copy plasmid pPMF5 into the ∆*litR* mutant correspondingly caused an increase in transcription (Fig. S1A). These data indicate that LitR increases, rather than decreases, P*lapV* promoter activity. Because this result was inconsistent with our phenotypic assays, we subsequently pursued the possibility that LitR may inhibit LapV activity in an alternate manner under these conditions.

### LitR controls *pdeV* transcription to inhibit biofilm formation

Previous work showed that the surface localization of LapV is controlled through a c-di-GMP-dependent mechanism (23) (Fig. 3A). More specifically, the PDE PdeV removes the c-di-GMP needed for maintenance of LapV on the surface (23, 31–35). We thus hypothesized that because LitR does not inhibit transcription of LapV, it could influence LapV function by controlling PdeV and thus c-di-GMP levels. To begin to address this question, we asked whether these proteins functioned in the same pathway by evaluating the biofilm phenotypes of mutants that were deleted for *pdeV* alone or in combination with a deletion of *litR*. As previously observed (23), the Δ*pdeV* mutant exhibited increased biofilm formation under shaking conditions that could be indirectly quantified by a decrease in turbidity that was not due to a growth defect (Fig. 3B and C; Fig. S2). We did not observe any increase in biofilm formation by the double ∆*litR* Δ*pdeV* mutant; it phenocopied the single Δ*pdeV* and Δ*litR* mutants for biofilm formation (Fig. 3B and C). These data support, but do not confirm, the possibility that LitR and PdeV could act in the same pathway to inhibit biofilm formation under these conditions.

**Fig 3:**
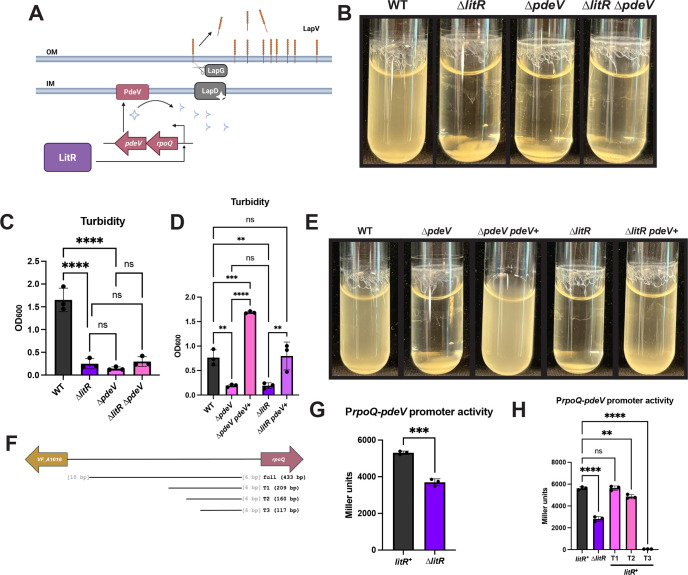
LitR controls *pdeV* transcription to impact biofilm formation. (**A**) A model of control over LapV cleavage in *V. fischeri*, based on work in *P. fluorescens* (31–35) and *V. fischeri* (23). When PdeV is active, it degrades c-di-GMP (light blue diamonds). When there are low levels of c-di-GMP, LapD is unable to bind to LapG with high affinity, allowing LapG to cleave LapV (orange line) from the surface of the cell. LitR induces *rpoQ* and *pdeV* transcription. OM, outer membrane; IM, inner membrane. The following strains were imaged after 24 h of shaking growth in tTBS + 10 mM calcium at 24°C: (**B**) WT (ES114), the ∆*litR* mutant (KV10494), the ∆*pdeV* mutant (KV8969), the ∆*litR* ∆*pdeV* mutant (BF607), (**E**) WT (ES114), the ∆*pdeV* mutant (KV8969), the ∆*pdeV* mutant with P*nrdR-RBS-pdeV-flag* (*pdeV*^+^) (KV9918), the ∆*litR* mutant (KV10494), and the ∆*litR pdeV*^+^ strain (BF91). (**C** and **D**) Turbidity of the liquid was measured by OD_600_ and plotted. (**F**) A cartoon showing the full-length *VF_A1016-rpoQ* regulatory region used in the P*rpoQ-pdeV* β-galactosidase assays and the subsequent truncations (T). The letters in gray represent the number of bases between the region of interest and the start of *rpoQ* or *VF_A1016*. (**G**) The *litR*^+^ strain (BF297) and the ∆*litR* mutant (BF298), both carrying a ∆*sypQ* mutation and the P*rpoQ-pdeV-lacZ* reporter, (**H**) along with the *litR*^+^ strain with a ∆*sypQ* mutation and the P*rpoQ-pdeV-lacZ* reporter truncated to the bp listed in panel F, T1 (KV10670), T2 (KV10803), and T3 (KV10867), were tested after 22 h of shaking growth at 24°C in LBS + 10 mM CaCl_2_. Cell extracts were assessed for β-galactosidase activity as a measure of P*rpoQ-pdeV* activity, and the final Miller units were calculated. Statistics for panels C, D, and H were performed using a one-way ANOVA corrected for multiple comparisons with Tukey’s test; ns: not significant, **P-value < 0.0059, ***P-value: 0.0001, ****P-value < 0.0001. Statistics for panel G were performed using an unpaired t-test; ***P-value: 0.0002. Created in BioRender. Fung, B. (2025) https://BioRender.com/e94v572.

To evaluate this possibility further, we examined biofilm formation by a derivative of the Δ*litR* mutant that carried a second copy of *pdeV*, one that is controlled by the non-native promoter, P*nrdR*, which has recently been used for expression of other genes (36). When the strains were grown with shaking, the additional copy of *pdeV* was able to suppress the ∆*litR* mutant phenotype to approximately WT levels of turbidity (Fig. 3D and E). These results support the conclusion that LitR and PdeV are in the same pathway for biofilm inhibition under shaking conditions, and PdeV is epistatic to LitR.

Lastly, we hypothesized that LitR positively regulates *pdeV* transcription. *pdeV* is positioned downstream of *rpoQ* in an apparent operon (Fig. 1 and 3A). We first used reverse transcriptase polymerase chain reaction (RT-PCR) to determine whether these genes are co-transcribed. After reverse-transcribing the RNA to DNA, we obtained bands corresponding to *rpoQ*, *pdeV*, and the intergenic region between the two genes (Fig. S3). These data indicate that *rpoQ* and *pdeV* are transcribed as a single transcript.

Therefore, we fused the regulatory region upstream of *rpoQ* to a promoterless *lacZ* gene and evaluated the resulting strain using β-galactosidase assays. We found that deletion of *litR* decreased promoter activity from P*rpoQ-pdeV* (Fig. 3G). We then assessed the ∆*litR* mutant carrying the *litR*-expressing plasmid for β-galactosidase activity, which increased, relative to the vector control, in P*rpoQ-pdeV lacZ* reporter activity (Fig. S1B), confirming that LitR exerts a positive impact on transcription from this promoter. These data correspond to previous microarray analyses where *rpoQ* and *pdeV* transcription were increased in a strain deleted for a negative regulator of *litR*, LuxO (7) (Fig. 1), and RT-quantitative PCR (RT-qPCR) results in which the loss of LitR resulted in decreased levels of *rpoQ* transcripts (10). Furthermore, we found that introduction into *Escherichia coli* of both pPMF5 and a plasmid that contains the P*rpoQ-pdeV lacZ* reporter similarly caused an increase in β-galactosidase activity relative to the vector-containing control strain (Fig. S1C). The finding that LitR impacts transcription in this heterologous system supports the conclusion that LitR directly impacts transcription.

To indirectly examine whether LitR binds to the *rpoQ* regulatory region, we truncated the region and assessed transcriptional activity to determine whether any truncation would result in a decrease in promoter activity to the levels of the ∆*litR* mutant. Truncation of the *rpoQ* regulatory region from the full-length 433 bp fragment to 160 bp (T2) led to a significant loss in P*rpoQ-pdeV* activity, though not to the extent of the ∆*litR* mutant. Complete loss of promoter activity occurred when only 117 bp was present (T3), suggesting that we truncated within or beyond the promoter sequence or the binding site of a required activator (Fig. 3F and H). Based on these data, LitR, or a different activator, may bind sequences positioned between the first and second truncations within the *rpoQ* regulatory region to activate *rpoQ* and *pdeV* transcription. Taken together, LitR increases *rpoQ* and thus, *pdeV* transcription, presumably resulting in increased levels of PdeV that, in turn, can inhibit biofilm formation (Fig. 3A).

Because LitR induces transcription of the *rpoQ-pdeV* operon (Fig. 3G; Fig. S1B and C) (10), we wondered whether RpoQ also contributed to biofilm formation; previous work had only demonstrated motility, chitinase, and luminescence phenotypes for RpoQ overexpression (10). The ∆*rpoQ* mutant had increased shaking biofilm formation compared to WT (Fig. 4). However, this phenotype could not be complemented by inserting *rpoQ* at a non-native site within the chromosome, indicating that the *rpoQ* deletion may be polar on *pdeV*. Indeed, the biofilm phenotypes of the Δ*rpoQ* mutant could be suppressed by overexpression of *pdeV* (Fig. 4), suggesting that loss of PdeV is responsible for the ∆*rpoQ* mutant biofilm phenotype. Overall, we conclude that *rpoQ* and *pdeV* form an operon, and that PdeV inhibits *V. fischeri* biofilm formation.

**Fig 4:**
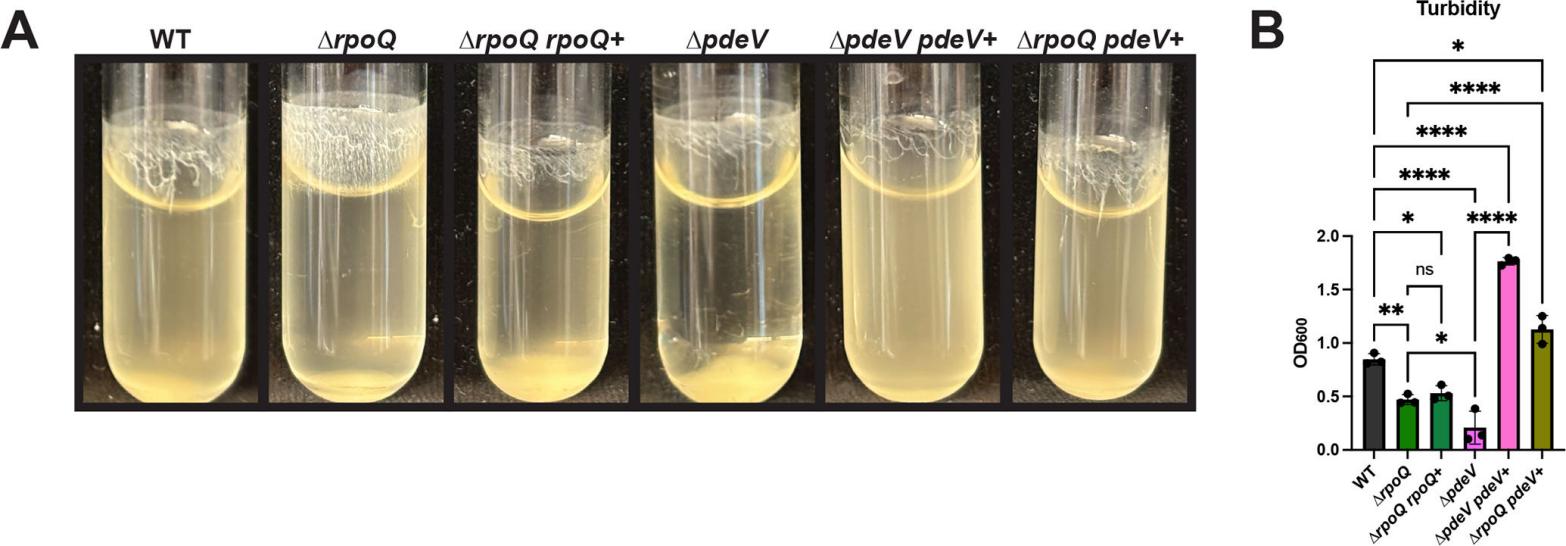
The ∆*rpoQ* mutation is polar on *pdeV*. (**A**) WT (ES114), the ∆*rpoQ* mutant (BF49), the ∆*rpoQ* mutant with P*rpoQ-rpoQ* (*rpoQ*^+^) (KV10931), the ∆*pdeV* mutant (KV8969), the ∆*pdeV* ∆*pdeV*^+^ strain (KV9918), and the ∆*rpoQ pdeV*^+^ strain (KV10932) were imaged after 24 h of shaking growth in tTBS + 10 mM CaCl_2_ at 24°C. (**B**) The turbidity of the liquid was measured by OD_600_ and plotted. Statistics were performed using a one-way ANOVA corrected for multiple comparisons with Tukey’s test; ns: not significant, *P-value < 0.0432, **P-value: 0.0034, ****P-value < 0.0001.

### LitR controls *VF_A1016* transcription to inhibit biofilm formation

Divergently transcribed from the *rpoQ-pdeV* operon is another gene of interest, *VF_A1016* (Fig. 1). *VF_A1016* was shown through RT-qPCR analysis to be inhibited by LuxO at an OD_600_ of 0.5 (10) and encodes a sensor kinase (20, 37). Together, these findings regarding *VF_A1016—*the chromosomal location and regulation by LuxO—suggested that VF_A1016 could be regulated by LitR, potentially to contribute to biofilm inhibition.

To test this possibility, we first analyzed biofilm formation by a Δ*VF_A1016* mutant in shaking and static conditions. In both assays, the ∆*VF_A1016* mutant exhibited increased biofilm formation and decreased turbidity compared to WT (Fig. 5A-D), which was not due to a growth defect (Fig. S2), suggesting that VF_A1016 inhibits biofilm formation. Like the phenotypes of the Δ*litR* mutant (18) (Fig. 2A-D), the increased biofilm phenotypes of the Δ*VF_A1016* mutant required cellulose and LapV (Fig. 5A-D). In addition to cellulose and LapV, the static liquid phenotype depended on SYP (Fig. 5B and D).

**Fig 5:**
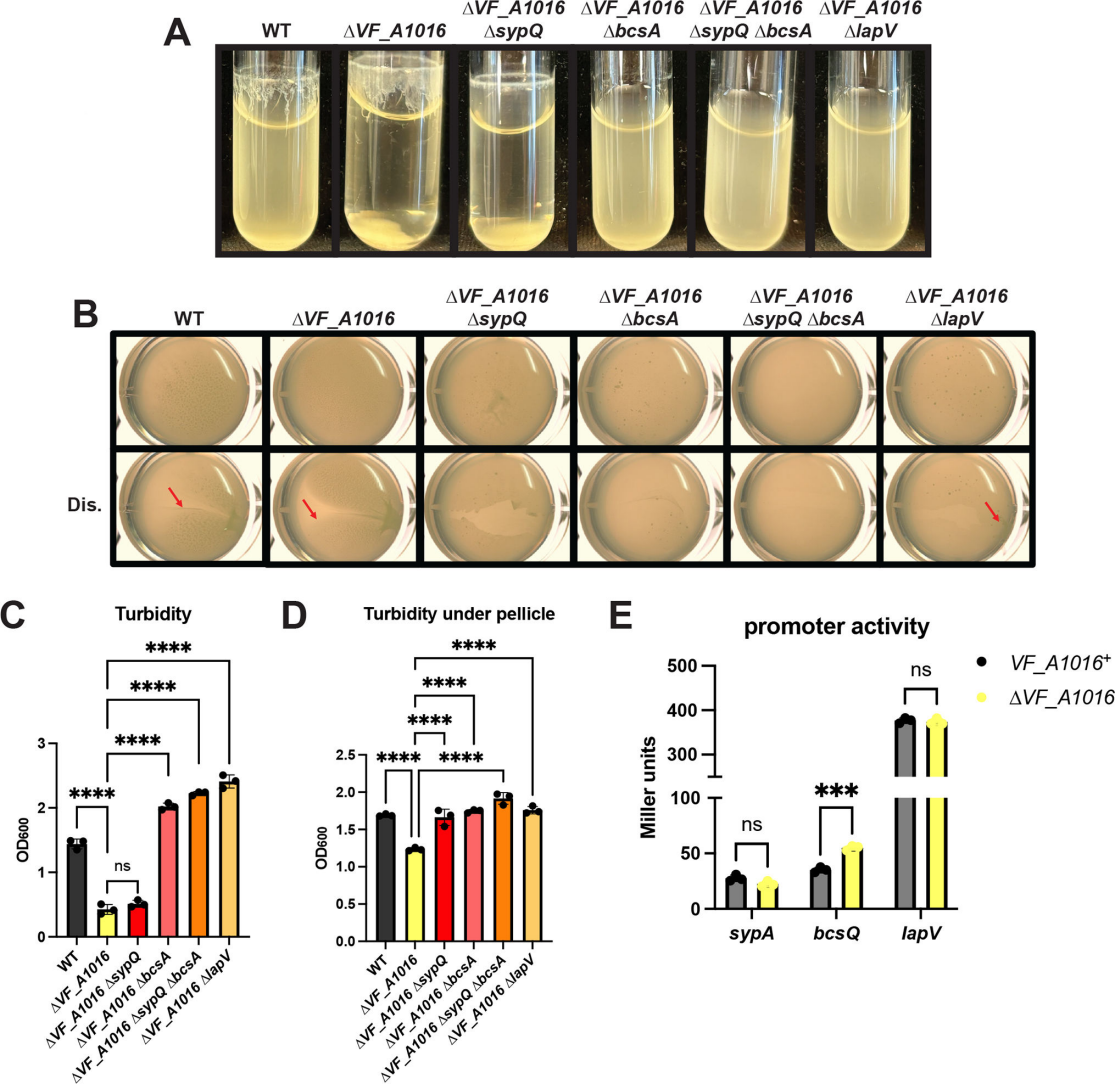
VF_A1016 inhibits biofilm formation. WT (ES114), the ∆*VF_A1016* mutant (BF48), the ∆*VF_A1016* ∆*sypQ* mutant (BF84), the ∆*VF_A1016* ∆*bcsA* mutant (BF85), the ∆*VF_A1016* ∆*sypQ* ∆*bcsA* mutant (BF109), and the ∆*VF_A1016* ∆*lapV* mutant (BF89) were incubated at 24°C and imaged after (**A**) 24 h of shaking growth in tTBS + 10 mM CaCl_2_ or (**B**) 72 h of static growth in LBS + 10 mM CaCl_2_. Pellicles were imaged with or without disruption (Dis.) using the Zeiss Stemi 2000-c microscope at 6.5× magnification. Disruption was done using a toothpick to assess the stickiness of the pellicle. Red arrows are used to highlight an area of each disrupted pellicle where stickiness and/or cohesiveness is observed. Turbidity of (**C**) the shaking biofilm liquid and (**D**) the liquid underneath the pellicle was measured by OD_600_ and plotted. (**E**) *VF_A1016*^+^ and the ∆*VF_A1016* mutant, both carrying a ∆*sypQ* mutation and the P*sypA-lacZ* reporter (*sypA*) (BF237 and BF244), the P*bcsQ-lacZ* reporter (*bcsQ*) (BF255 and BF259), or the P*lapV-lacZ* reporter (*lapV*) (BF598 and BF609) were grown with shaking for 22 h at 24°C in LBS + 10 mM CaCl_2_. Cell extracts were then assessed for β-galactosidase activity as a measure of reporter activity, and the final Miller units were calculated. Statistics for panels C and D were performed using a one-way ANOVA corrected for multiple comparisons using Tukey’s test; ns: not significant, ****P-value < 0.0001. Statistics for panel E were performed using a two-way ANOVA using Šídák’s multiple comparison test; ns: not significant, ***P-value: 0.0003.

To determine whether VF_A1016 controlled transcription of any of these genes, we evaluated β-galactosidase activity of representative promoter-*lacZ* fusions in the presence and absence of VF_A1016. Loss of VF_A1016 exerted an effect only on the transcription of *bcs* (~1.6-fold) (Fig. 5E). These results suggest that regulation of biofilm formation by VF_A1016 may occur, at least in part, by negative control over transcription of the cellulose locus.

Next, we more directly asked if LitR could promote transcription of VF_A1016, as suggested by the previous RT-qPCR analyses of a ∆*luxO* mutant (10), using a P*VF_A1016-lacZ* reporter construct encompassing the intergenic region between *rpoQ* and *VF_A1016*. We found that the ∆*litR* mutant exhibited decreased β-galactosidase activity from P*VF_A1016-lacZ* compared to its *litR*^+^ parent (Fig. 6C). This defect in β-galactosidase activity was complemented by the introduction of *litR*-expression plasmid pPMF5 (Fig. S1D). These results suggest that LitR activates *VF_A1016* transcription (Fig. 6A). Further supporting this conclusion and suggesting that this effect is mediated directly by LitR, the introduction of pPMF5 and a plasmid that contained the P*VF_A1016-lacZ* reporter into *E. coli* similarly caused increased β-galactosidase activity relative to the corresponding vector control strain (Fig. S1E).

**Fig 6:**
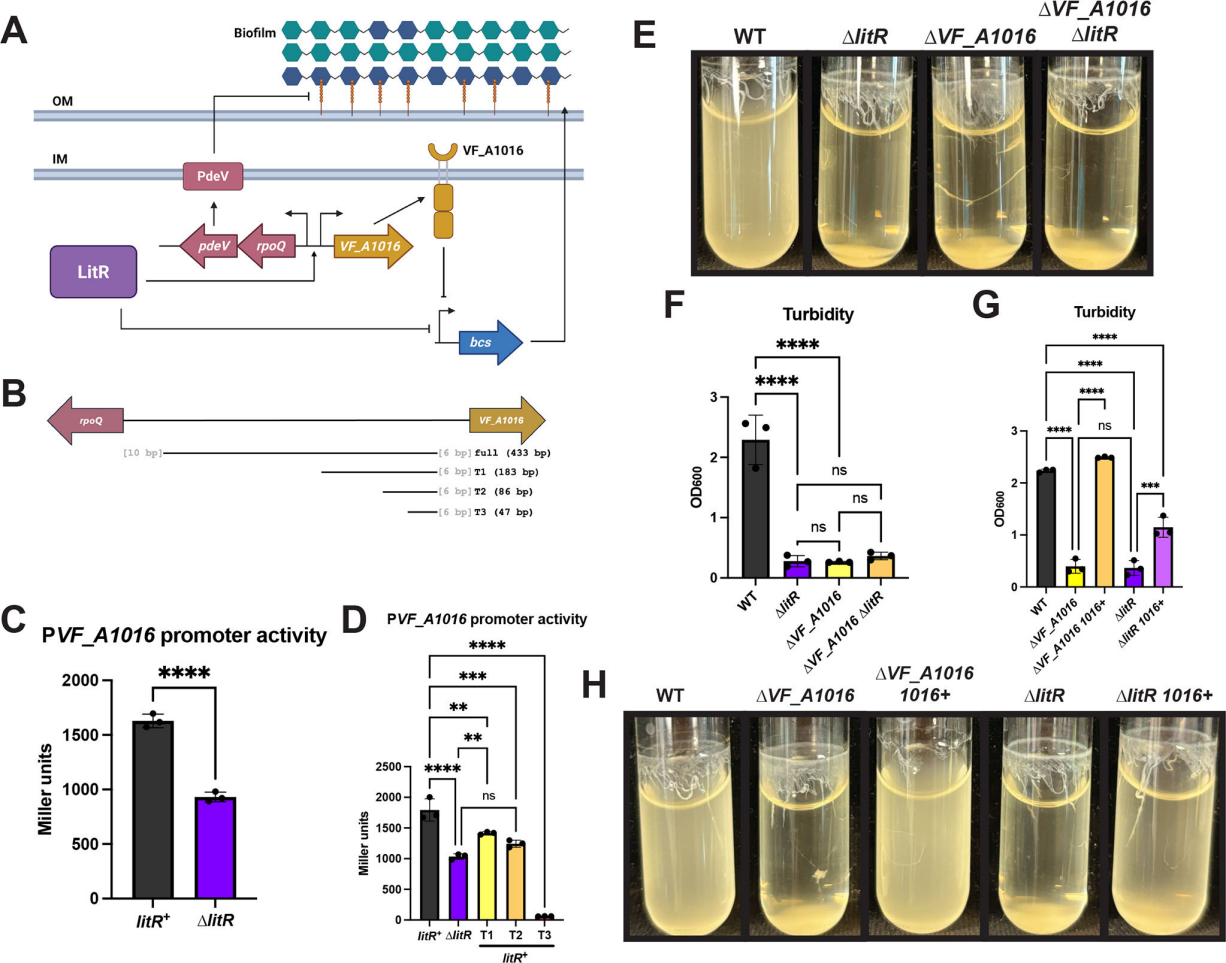
LitR controls *VF_A1016* transcription to impact biofilm formation. (**A**) A cartoon depicting LitR regulation of *V. fischeri* biofilms via PdeV and VF_A1016. LitR activates *pdeV* and *VF_A1016* transcription, leading to production of PdeV and VF_A1016, respectively. PdeV inhibits the presence of LapV (orange line) on the surface of the cell. LitR and VF_A1016 both inhibit *bcs* (cellulose) transcription, leading to reduced cellulose (blue hexagons) production. SYP (teal hexagons) is another contributor to *V. fischeri* biofilms. OM, outer membrane; IM, inner membrane. (**B**) A cartoon showing the full-length *VF_A1016-rpoQ* regulatory region used in the P*VF_A1016* β-galactosidase assays and the subsequent truncations (T). The letters in gray represent the number of bases between the region of interest and the start of *rpoQ* or *VF_A1016*. (**C**) The *litR*^+^ strain (BF299) and the ∆*litR* mutant (BF310), both carrying a ∆*sypQ* mutation and the P*VF_A1016-lacZ* reporter, or (**D**) along with the *litR*^+^ strain with a ∆*sypQ* mutation and the P*VF_A1016-lacZ* reporter truncated to the listed bp in panel B, T1 (KV10775), T2 (KV10804), and T3 (KV10865), were tested after 22 h of shaking growth at 24°C in LBS + 10 mM CaCl_2_. Cell extracts were assessed for β-galactosidase activity as a measure of P*VF_A1016* activity, and the final Miller units were calculated. (**E**) WT (ES114), the ∆*litR* mutant (KV10494), the ∆*VF_A1016* mutant (BF48), and the ∆*VF_A1016* ∆*litR* mutant (BF204) or (**H**) WT (ES114), the ∆*VF_A1016* mutant (BF48), the ∆*VF_A1016* mutant with P*nrdR-VF_A1016* (*1016*^+^) (BF203), the ∆*litR* mutant (KV10494), and the ∆*litR 1016*^+^ strain (BF212) were imaged after 24 h of shaking growth at 24°C in tTBS +10 mM CaCl_2_. (**F** and **G**) Turbidity of the liquid was measured by OD_600_ and plotted. Statistics for panel C were performed using an unpaired t-test; ****P-value < 0.0001. Statistics for panels D, F, and G were performed using a one-way ANOVA corrected for multiple comparisons with Tukey’s test; ns: not significant, **P-value < 0.0027, ***P-value: 0.0001, ****P-value < 0.0001. Created in BioRender. Fung, B. (2025) https://BioRender.com/e94v572.

We evaluated the regulatory region by making deletions. Truncating the *VF_A1016* regulatory region from the full-length 433 bp fragment to 183 bp (T1) and 86 bp (T2) resulted in a significant and stepwise decrease in *VF_A1016* promoter activity (Fig. 6B and D), suggesting that the binding site for LitR, or that for another activator, was lost. Lastly, truncating the region to 47 bp (T3) significantly impacted P*VF_A1016* activity, potentially indicating that this truncation directly affected the *VF_A1016* promoter.

We genetically assessed whether LitR is in the same pathway as VF_A1016 for biofilm inhibition by double mutant and suppression analyses. We constructed and evaluated the double ∆*VF_A1016* ∆*litR* mutant, which phenocopied its single mutants (Fig. 6E and F), supporting our hypothesis that LitR and VF_A1016 are in the same pathway. We also asked whether we could suppress the ∆*litR* mutant phenotype by making transcription of VF_A1016 independent of LitR. To do so, we introduced a second copy of *VF_A1016* at a non-native site under the control of P*nrdR*. There was a small suppression of the biofilms formed in shaking conditions, primarily visualized through the quantifiable increase in turbidity (Fig. 6G and H). Overall, these data align with a model in which LitR acts upon P*VF_A1016* to inhibit biofilm formation, potentially in a cellulose-dependent manner, under shaking growth conditions (Fig. 6A).

### Co-expression of both *VF_A1016* and *pdeV* is required to restore WT-like biofilm formation to the ∆*litR* mutant under static conditions

Above, we primarily assessed the contributions of PdeV and VF_A1016 to LitR-dependent biofilms under shaking conditions. Thus, we wondered whether these proteins were also important for the ability of LitR to inhibit pellicle formation. To evaluate this possibility, we used both epistasis and suppression analyses. Qrr1 is the upstream negative regulator of LitR (5) (Fig. 1), and LitR is epistatic to Qrr1 for pellicle formation (18). This information allowed us to assess whether LitR is in the same pathway as PdeV and VF_A1016 using the ∆*qrr1* mutant in epistasis analyses. In the pellicle assay, loss of *qrr1* was epistatic to loss of both *pdeV* and *VF_A1016* in both double and triple mutants (Fig. S4A and B), suggesting that deletion of *pdeV* and *VF_A1016* is not sufficient to restore biofilm formation to the ∆*qrr1* mutant because (i) Qrr1 controls another unknown component in these conditions or (ii) LitR controls factors other than PdeV and VF_A1016 levels to inhibit static biofilm formation.

We further investigated the contributions of these genes relative to loss of LitR under static conditions by introducing an additional copy of *VF_A1016* and/or *pdeV* at a non-native site in the chromosome. The addition of a second copy of either *VF_A1016* or *pdeV* to the Δ*litR* mutant resulted in ∆*litR* mutant levels of stickiness and only a small, but reproducible increase in turbidity (Fig. S4C-F). In contrast, the insertion of both *VF_A1016* and *pdeV* controlled by P*nrdR* restored a WT-like biofilm to the Δ*litR* mutant (Fig. 7), suggesting that the ∆*litR* mutant phenotype could be overcome by a second copy of both *VF_A1016* and *pdeV*. These data indicate that multiple factors contribute to biofilm inhibition under static conditions.

**Fig 7:**
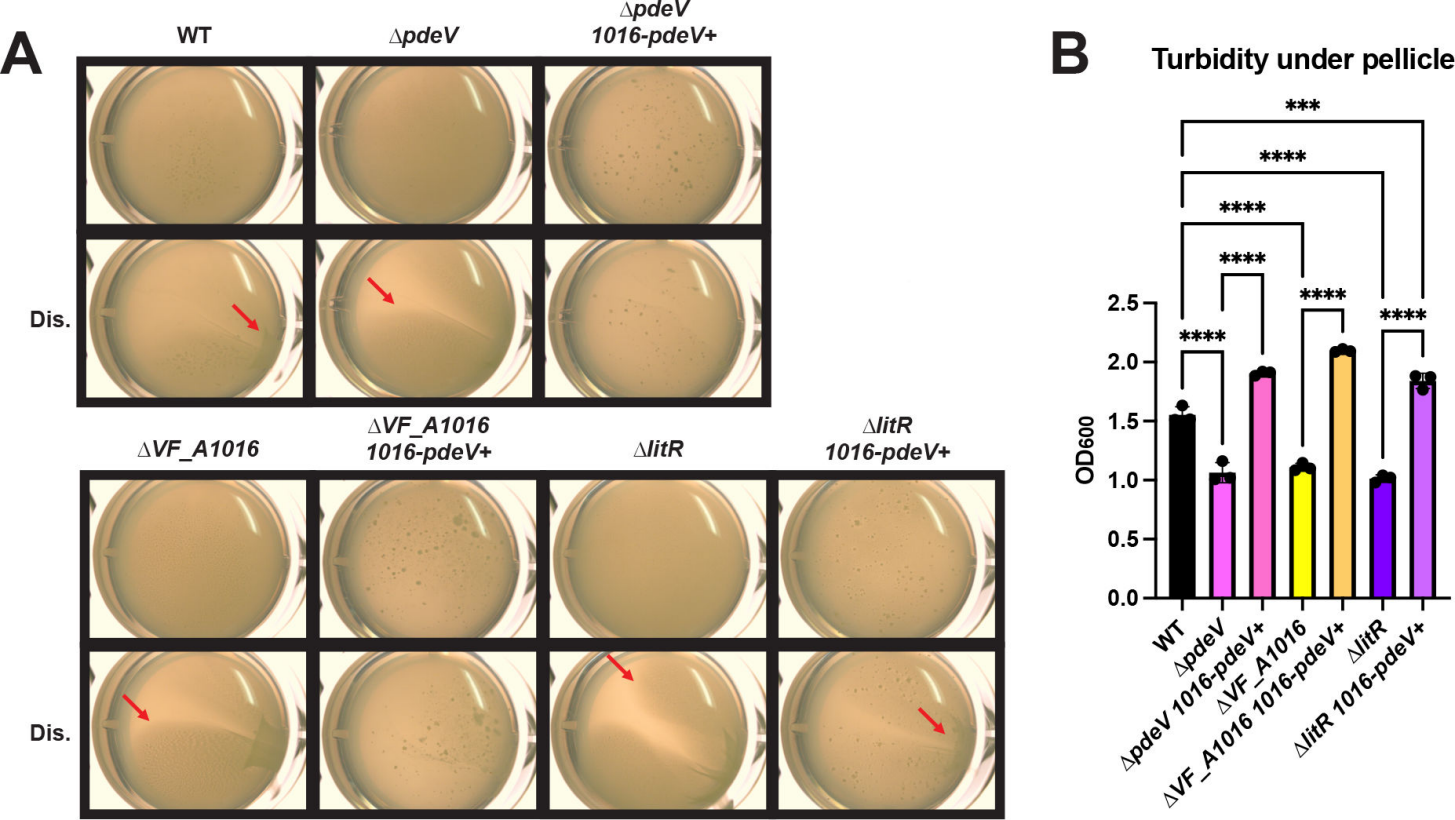
Co-expression of *VF_A1016* and *pdeV* suppresses pellicle formation by the ∆*litR* mutant. (**A**) WT (ES114), the ∆*pdeV* mutant (KV8969), the ∆*pdeV* mutant expressing P*nrdR-VF_A1016*-P*nrdR-RBS-pdeV-flag* (*1016-pdeV*^+^) (BF538), the *VF_A1016* mutant (BF48), the ∆*VF_A1016 1016-pdeV*^+^ strain (BF539), the ∆*litR* mutant (KV10494), and the ∆*litR 1016-pdeV*^+^ strain (BF543) were assessed after 72 h of static growth at 24°C in LBS + 10 mM CaCl_2_. Images were taken using the Zeiss Stemi 2000-c microscope at 6.5× magnification with and without disruption (Dis.) using a toothpick to indicate stickiness. Red arrows are used to highlight an area of each disrupted pellicle where stickiness and/or cohesiveness is observed. (**B**) Turbidity of the liquid underneath the pellicle was measured by OD_600_ and plotted. Statistics were performed using a one-way ANOVA corrected for multiple comparisons by Tukey’s test; ***P-value: 0.0001, ****P-value < 0.0001.

### LitR binds to confirmed and putative biofilm regulators/components

Our *E. coli* experiments suggested that LitR directly controls *rpoQ-pdeV* and *VF_A1016* transcription (Fig. S1C and E). To determine whether the effect could be direct in *V. fischeri*, we performed a ChIP-seq experiment to map LitR-binding sites using WT, the ∆*qrr1* mutant, and the ∆*litR* mutant grown in LBS containing 10 mM calcium chloride with shaking. 

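ChIP and input DNA were sequenced from *V. fischeri* ES114 (WT), from the ∆*litR* mutant, in which the antibody has no LitR to bind, and from the ∆*qrr1* mutant, which lacks the small RNA Qrr1 that represses *litR*. Each of the 3 strains had 3 ChIP libraries and 3 input libraries, 18 libraries in all, from cultures grown at 24°C to an OD_600_ of 1.0. The authors trimmed the read pairs with fastp 0.21.0, mapped them with Bowtie2 2.3.5.1, removed pairs with the same end points and used the input coverage to level the higher coverage near the origin of replication. Each library was then replaced by a set of artificial reads, and the libraries of one strain were set together against those of another in MACS2 2.2.9.1, which gave 6 peak lists. The lists therefore hold no value per replicate, and no replicate error can be given for any peak. The signal value in the lists is the authors' fold of the coverage at the summit over a control level. Of 578 peaks higher in WT than in the ∆*litR* mutant, 105 had a signal value of at least 5. Of 718 peaks higher in the ∆*qrr1* mutant, 138 did. The lowest control level was 68.2 in the WT list and 64.9 in the ∆*qrr1* list. Each was the same with the other of these 2 strains as control, so it is a floor and no reading of the ∆*litR* mutant. This floor held at 61 of the 105 WT peaks and 87 of the 138 ∆*qrr1* peaks. Peaks of both lists whose intervals shared at least 1 bp were joined, which gave 146 LitR-binding sites with a signal value of at least 5 in either list: 100 on chromosome I, 45 on chromosome II and 1 on plasmid pES100, the last joined from 13 WT and 2 ∆*qrr1* peaks over 24576 bp. A signal value of at least 5 was reached in both lists at 95 sites, in WT alone at 9 and in the ∆*qrr1* mutant alone at 42. All 9 WT sites and 36 of the 42 ∆*qrr1* sites also had a weaker peak in the other list. Positions were set against the gene table of assembly ASM1180v1, which gives neither strand nor protein names, so a site was assigned to the gene holding its summit or otherwise to both flanking genes. Library depth was not analysed here. The summit coverage recovered from the signal value and p, 347 to 8157 at the 105 WT peaks, counts artificial reads and gives no counting interval.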

The antibody used for ChIP-seq (anti-LuxR*^Vca^*) is specific for LuxR of *Vibrio campbellii* strain ATCC BAA-1116 (38), an isolate that was originally classified as *V. harveyi* (39). This antibody successfully and specifically bound *V. fischeri* LitR (Fig. S5). Using this approach, we observed LitR binding in the intergenic region between *rpoQ* and *VF_A1016*, demonstrating that LitR directly binds to that region to potentially control gene expression (Fig. 8A). 

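Between *rpoQ*, which encodes a sigma factor, and *VF_A1016*, which encodes a histidine kinase, 1 peak was called over the ∆*litR* mutant in each list. In WT it ran from 1141160 to 1142465 on chromosome II with a signal value of 7.94, and in the ∆*qrr1* mutant from 1141032 to 1142491 with a signal value of 13.7. Both intervals spanned the whole gap of 449 bp between VF_A1015 and VF_A1016. The summits, at 1141773 and 1141745, lay 7 and 35 bp inside the edge of VF_A1015. By signal value this site ranked 63 of the 140 sites with a WT peak and 32 of the 146 with a ∆*qrr1* peak. A separate peak had its summits inside VF_A1014, listed in Table S1 under *VF_A1013* and *pdeV*, with signal values of 10.8 in WT and 8.03 in the ∆*qrr1* mutant. Table S1 marks this peak as lying at the downstream ends of both genes. At the *rpoQ*/*VF_A1016* summit the recovered coverage was 549 in WT and 904 in the ∆*qrr1* mutant. The control levels were 68.2 and 64.9, the floor of each list. From the peak in this region, the paper concludes that LitR binds there directly and potentially controls gene expression.

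**Figure D1:**
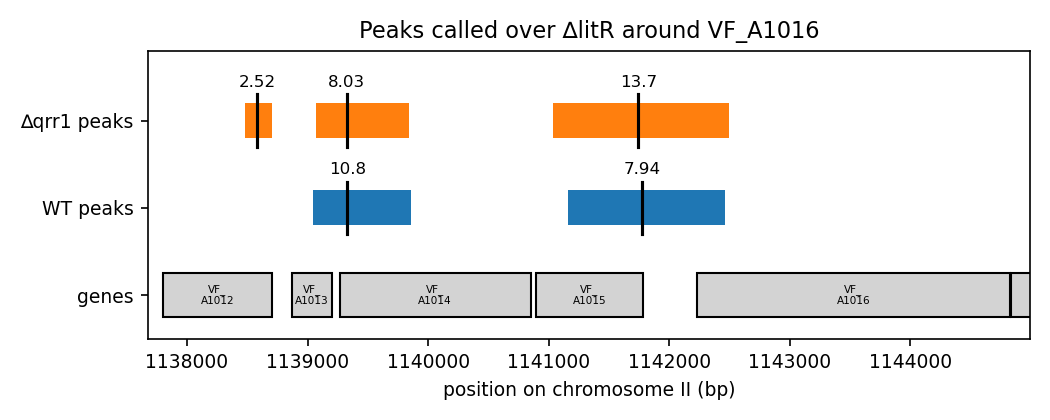
Peaks called over the ∆*litR* mutant around VF_A1016, where the x axis is the position on chromosome II in bp, grey boxes are genes of the gene table, colored bars are peak intervals in WT and the ∆*qrr1* mutant, vertical lines are summits and the numbers are signal values. The peaks of 7.94 and 13.7 reach from VF_A1015 into VF_A1016.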

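In *sypO*, a chain length regulator gene of the symbiosis polysaccharide locus, the signal value over the ∆*litR* mutant was 12.8 in WT and 10.8 in the ∆*qrr1* mutant. In *bcsA*, the catalytic subunit of cellulose synthase, it was 11.3 and 7.68. In *lapV*, listed in Table S1 as a calcium-binding RTX protein, it was 5.69 and 8.62. A list of biofilm genes, fixed after Table S1 had been read but before the peak lists were, held 8 entries of Table S1, of which 7, all except *gfcE*, reached a signal value of at least 5 in both strains. The highest was *lapI* with 22.4 in WT and 17.7 in the ∆*qrr1* mutant, followed by *tadF2* with 15.4 and 18.8, and *lapE* had 11.2 and 10.2. Of the 6 *bcs* genes whose symbol the gene table gives, 1 site, that of *bcsA*, fell in or beside one, against 0.373 in random placements (placement permutation test, two-sided, p = 0.624, adjusted p = 0.706 over 6 lists). The WT and ∆*qrr1* values share the ∆*litR* libraries, and the difference between the strains was not tested.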

We also observed binding within various known biofilm-relevant genes such as *sypO*, *bcsA*, and *lapV* (Fig. 8B-D). However, instead of binding to the noncoding regions of these biofilm-regulating genes, LitR bound to the coding sequences of these genes. These data implicate LitR in directly binding to inter- or intragenic regions of biofilm-relevant genes.

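The summits of both strains lay inside all 3 genes, and distances are given for the strain with the higher signal value. In *sypO* (VF_A1034), from 1167447 to 1168946 on chromosome II, the summit was 321 bp from one end and 1178 bp from the other. In *bcsA* (VF_A0884), from 999910 to 1002513 on chromosome II, it was 1964 and 639 bp from the ends. In *lapV* (VF_1506), a gene of 11916 bp on chromosome I from 1668323 to 1680238, it was 10948 and 967 bp from the ends. The WT and ∆*qrr1* summits of the 3 sites were at 1167768 and 1167789, at 1001874 and 1001884, and at 1679314 and 1679271. At *sypO* and *bcsA* the control level was at the floor of each list. At *lapV* it was 77.2 in the WT list and 72.6 in the ∆*qrr1* list.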

**Fig 8:**
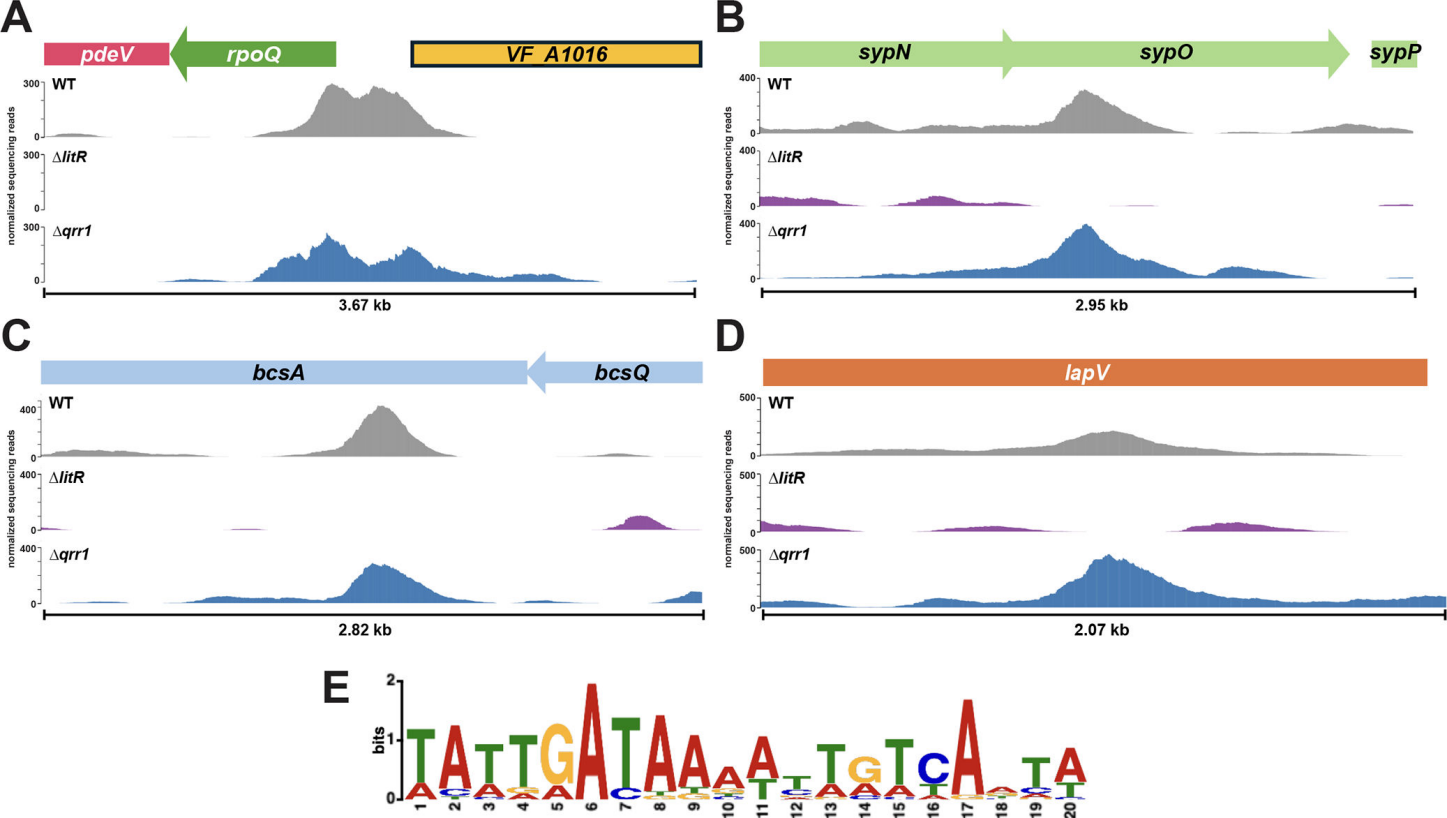
ChIP-seq analysis reveals LitR-binding sites for *rpoQ*, *VF_A1016*, and other biofilm-relevant genes. (**A–D**) DNA bound to LitR from WT (ES114), the ∆*litR* mutant (KV10494), and the ∆*qrr1* mutant (TIM305) was sequenced from samples grown with shaking in LBS + 10 mM CaCl_2_ at 24°C to an OD_600_ of 1.0. The resulting peaks for (**A**) the *rpoQ* and *VF_A1016* regulatory region, (**B**) within *sypO*, (**C**) within *bcsA*, and (**D**) within *lapV* are shown using Jbrowse software (40). (**E**) The top 20 signal values from the WT vs ∆*litR* mutant comparison, as well as the peak within the *rpoQ*/*VF_A1016* intergenic region, were analyzed by MEME (41) to determine the LitR binding motif.

In addition to the genes listed, some c-di-GMP modulating enzyme encoding genes, *VF_A0152*, *VF_A0244*, and *VF_A0551*, were identified, as well as genes that LitR is known or hypothesized to regulate, such as *ainS*, *VF_1200*, and *dns* (Table S1) (6, 11, 13, 42). In addition, genes previously identified as differentially regulated in a ∆*luxO* mutant vs a phosphomimetic LuxO variant (upregulated LitR vs downregulated LitR) in a microarray analysis were also identified in the ChIP-seq, namely *fliL*, *fliE*, *flaD*, *flaF*, and *tfoY* (7) (Table S1).

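A list of genes for enzymes that make or break c-di-GMP, a second messenger that controls biofilms and motility, held 6 entries of Table S1, of which 3 reached a signal value of at least 5 in both strains. *VF_A0152*, a diguanylate cyclase gene, had signal values of 8.90 in WT and 8.82 in the ∆*qrr1* mutant, with summits 1 bp apart in the gap between VF_A0151 and VF_A0152. *VF_A0244*, with GGDEF and EAL domains, had 3.49 and 5.25, and *VF_A0551*, which that list left out although Table S1 gives it as a phosphodiesterase, had 3.61 and 5.22, so both reached 5 in the ∆*qrr1* mutant alone. *VF_1200*, another diguanylate cyclase gene, had 14.0 and 21.0, with summits at 1334799 and 1334795 on chromosome I, between VF_1200 and *nrdB*. *ainS*, which encodes the synthase of an acyl-homoserine lactone signal, had 12.3 and 15.3 in its gap with *rluB*. *dns* had 21.0 and 23.7, with both summits just inside VF_0438. Quorum sensing genes had 3 entries in Table S1, *ainS*, *luxP* and *rpoQ*, and *luxP* was the only one below 5 in the ∆*qrr1* mutant. Of the 4 quorum sensing genes with a symbol in the gene table (*ainS*, *ainR*, *luxO* and *luxS*), 1 was in or beside a site, against 0.223 in random placements (placement permutation test, two-sided, p = 0.399, adjusted p = 0.706).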

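All of these genes, with *fliL* listed as *fliL2* in Table S1, had a peak in both lists. *fliL2*, beside *glpG*, had signal values of 8.36 in WT and 14.5 in the ∆*qrr1* mutant, and Table S1 marks its peak as lying at the downstream ends of both genes. *fliE*, for a part of the flagellar basal body, had 9.62 and 11.1, and its summits at 2085541 and 2085542 on chromosome I lay in the gap with VF_1854. The flagellin genes *flaD* and *flaF* had 5.72 and 6.35, and 3.54 and 7.58, so *flaF* reached a signal value of 5 in the ∆*qrr1* mutant alone. At *flaF* the ∆*qrr1* summit, at 2314646 on chromosome I, lay in the gap between VF_2079 and *relA*, and the WT summit was at 2315164, inside *relA*. The control level was 147 in WT and 64.9 in the ∆*qrr1* mutant and the recovered coverage 522 and 498. The difference in signal value thus lay in control levels read 518 bp apart. The WT coverage at the ∆*qrr1* summit is not given, so a difference there is not settled. *tfoY*, in its gap with *purR*, had 7.38 and 6.79. Another flagellar gene, *flgK*, had 7.00 in both lists. Flagellar genes had 5 entries in Table S1, of which 4 reached 5 in both strains. Sites fell in or beside 2 of the 5 list members that the gene table names by symbol, *fliE* and *flgK*, against 0.18 in random placements (placement permutation test, two-sided, p = 0.0298, adjusted p = 0.179 over 6 lists). This list was fixed after Table S1, which names both genes, had been read. A wider list of 33 flagellar symbols, chosen after seeing the results, gave 2 sites against 1.15 in random placements (placement permutation test, two-sided, adjusted p = 0.702). The genes assigned to the sites of *flaD*, *flaF* and *fliL2* carry no flagellar symbol in the gene table. Neither list could count these sites, so neither result tells whether flagellar genes are bound more often than chance gives.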

Using the most significant peaks in the data set, we extrapolated a consensus binding sequence for LitR using MEME analysis (41) (Fig. 8E). This sequence is similar to the motifs found for LuxR in *V. campbellii*, SmcR in *Vibrio vulnificus*, and LitR in *V. fischeri* isolate FQ-A001 (12, 43, 44), suggesting that the binding site is highly conserved. 

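The 20 sites with the highest WT signal values ranged from 17.6 to 66.0, with a median of 23.8, and all 20 also reached a signal value of at least 5 in the ∆*qrr1* mutant. Of these, 15 lay on chromosome I and 5 on chromosome II, and 9 had their summit in coding sequence. After *aceB*, the highest were *narQ*, a nitrate and nitrite sensor kinase gene, with 45.4 in WT, the site listed under *VF_1380* with 36.3, *sthA*, a transhydrogenase gene, with 36.1, and the gap between VF_1155 and VF_1156 with 32.7. The site listed under *VF_T0076* had 30.8, and the gap between VF_1063 and VF_1064 had 28.1. In the ∆*qrr1* list these 6 sites had 41.8, 25.0, 27.5, 33.9, 36.2 and 28.2, in the same order. The summits of the 20 sites were a median of 8 bp and at most 49 bp apart between the 2 lists. The DNA sequence under the summits was not analysed here.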

Taken together, LitR appears to directly interact with multiple biofilm-related genes, potentially resulting in LitR-dependent biofilm regulation. For *rpoQ* and *VF_A1016*, this interaction seems to be, at least partially, through direct interactions between LitR and the *rpoQ-pdeV*/*VF_A1016* regulatory region.

### LitR controls the transcription of genes identified by ChIP-seq

Finally, we sought to determine whether some of the genes bound by LitR, as detected in the ChIP-seq, could be transcriptionally controlled by LitR, and if so, whether LitR activates or represses. LitR affects a variety of phenotypes, including biofilm formation, type VI secretion, motility, the acetate switch, and luminescence (4, 6, 7, 9–12, 18). We thus assessed the impact of loss of LitR on transcription of three genes (*tfoY*, *VF_1200*, and *aceB*), involved in some of those phenotypes, using promoter-*lacZ* reporter fusions and β-galactosidase activity assays.

In *V. cholerae*, TfoY induces the expression of type VI secretion system genes, promoting cellular defense mechanisms (45). It also controls motility (45, 46). While the former connection to type VI has yet to be established for *V. fischeri*, loss of TfoY diminishes motility (6). Analysis of a *tfoY* promoter-*lacZ* fusion indicated that LitR inhibits *tfoY* transcription; β-galactosidase activity was increased in the Δ*litR* mutant relative to the *litR*^+^ control (Fig. 9A). Introduction of the *litR* plasmid pPMF5 caused a decrease in β-galactosidase activity relative to the vector control, indicating complementation (Fig. S6A). We also mutated the predicted LitR-binding site of *tfoY* based on the ChIP data, which resulted in similar levels of promoter activity as the ∆*litR* mutant (Fig. S6A). These data are consistent with the known inhibition of motility by LitR (7, 10).

**Fig 9:**
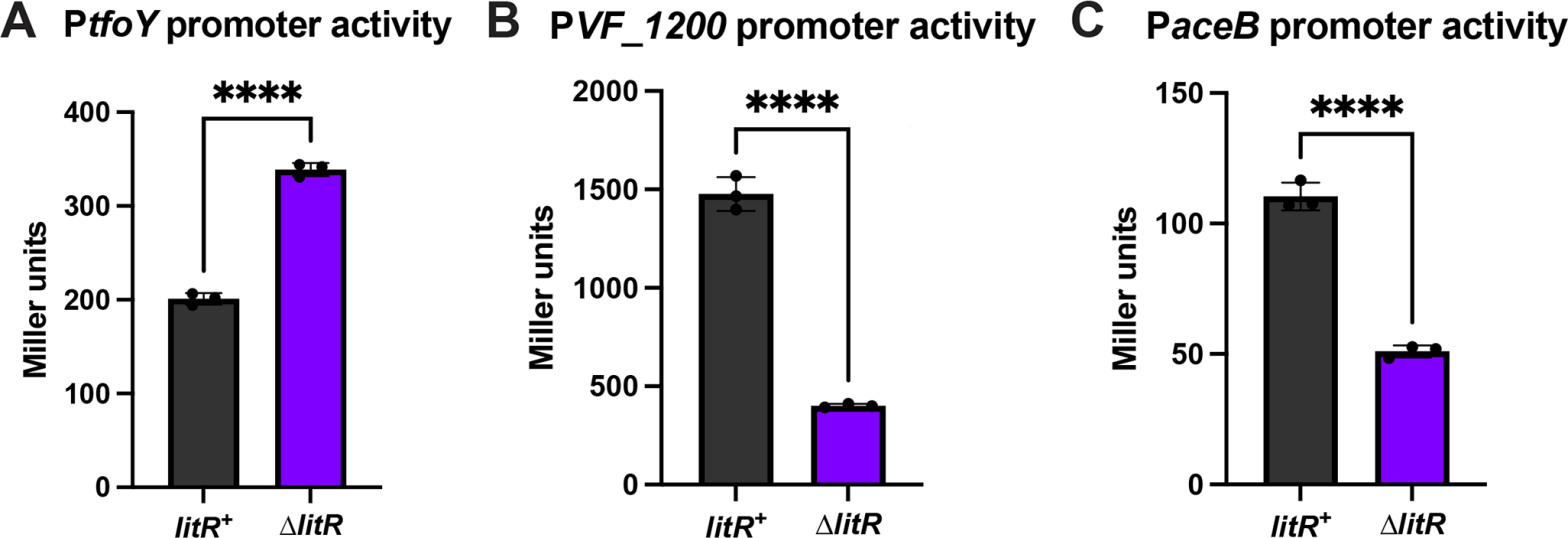
LitR regulates selected genes identified with ChIP-seq. The *litR*^+^ strain and the ∆*litR* mutant, both carrying a ∆*sypQ* mutation and the (**A**) P*tfoY-lacZ* reporter (KV10945 and KV10960), (**B**) P*VF1200-lacZ* reporter (BF677 and BF678), or (**C**) P*aceB-lacZ* reporter (KV10954 and KV10957) were assessed after 22 h of shaking growth in LBS with 10 mM CaCl_2_ at 24°C. Cell extracts were tested for β-galactosidase activity as a measure of promoter activity. Statistics were performed using an unpaired t-test; ****P-value < 0.0001.

The putative diguanylate cyclase VF_1200 inhibits motility in both ES114 and strain KB2B1 (11, 47). Previously, it was speculated that LitR could promote the transcription of *VF_1200* to inhibit motility (11). Indeed, LitR induces *VF_1200* expression (Fig. 9B; Fig. S6B). As with the *tfoY* regulatory region, we also mutated the predicted LitR-binding site of the *VF_1200* regulatory region and found that there was no significant difference in P*VF_1200* promoter activity between the ∆*litR* mutant and the strain in which the binding site was mutated (Fig. S6B). These data suggest that the negative impact on motility by LitR could also be exerted by increasing c-di-GMP levels via VF_1200.

LitR has been implicated in controlling acetate uptake (9), and *aceB*, the most significant peak in the ChIP-seq data set, is known to be important when acetate is the sole carbon source in *E. coli* (28, 29). Therefore, we also examined whether LitR regulates *aceB* expression. 

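The peak beside *aceB*, the malate synthase gene of the glyoxylate bypass, had the highest signal value of all LitR-binding sites, 66.0 in WT and 89.9 in the ∆*qrr1* mutant. This was 1.45 and 2.15 times the next highest value in each list, both at *narQ*. It also had the highest −log10 q in each list, 6383 and 9066. The next highest −log10 q values were 4135 and 3461, again at *narQ*. Ranked by recovered summit coverage instead, a choice made after seeing the data, *aceB* was number 5 in WT and number 4 in the ∆*qrr1* mutant. *aceB* was the only entry of acetate and glyoxylate metabolism in Table S1. A site fell in or beside 1 of the 4 genes of this list that the gene table names (*aceA*, *aceB*, *acs* and *pta*), against 0.307 in random placements (placement permutation test, two-sided, p = 0.53, adjusted p = 0.706 over 6 lists).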

Our β-galactosidase assay results show that the ∆*litR* mutant had decreased *aceB* expression, and introduction of the *litR*-expression plasmid increased expression (Fig. 9C; Fig. S6C). Mutation of the predicted LitR binding site of *aceB* resulted in slightly increased levels of P*aceB* promoter activity compared to the ∆*litR* mutant (Fig. S6C), which could suggest that the mutations may not have completely abolished LitR binding to P*aceB*. However, in totality, these data indicate that LitR positively controls *aceB* transcription.

Thus, we have validated three of the potentially affected target genes, as well as *VF_A1016* and *rpoQ* (*pdeV*), as being controlled by LitR, suggesting that additional ChIP-seq-identified binding sites may also represent important sequences mediating transcriptional control by LitR. Taken together, our data indicate that LitR exerts transcriptional control over a substantial number of genes, explaining its contributions to a large number of phenotypes in *V. fischeri*.

## DISCUSSION

Our phenotypic and β-galactosidase assays demonstrated that the transcription factor LitR promotes the expression of *pdeV* and *VF_A1016*, which, in turn, inhibit *V. fischeri* biofilms. In addition, ChIP-seq data revealed not only that LitR directly interacted with the *pdeV* and *VF_A1016* regulatory region, but that LitR bound to many other sites within the *V. fischeri* chromosome to, presumably, regulate a variety of processes. These data further our knowledge of the effects of LitR and quorum sensing on *V. fischeri* physiology, including biofilm formation.

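LitR-binding sites were spread over both chromosomes, with signal values from the minimum of 5 up to that of *aceB*. The median of the higher of the 2 signal values was 7.81, and 55 sites reached 10 and 20 reached 20. Of 140 sites with a peak in both lists, 86 had the higher signal value in the ∆*qrr1* mutant and 54 in WT, and the median ratio of ∆*qrr1* to WT was 1.09. Over the 95 sites that reached 5 in both strains, the median ratio was 1.01, and 50 were higher in the ∆*qrr1* mutant. The highest ratio was at VF_A0608, with 1.60 in WT and 7.68 in the ∆*qrr1* mutant, but these summits lay 387 bp apart. Control levels were 286 and 84.4 and recovered coverages 460 and 655, so most of this ratio came from control levels at different positions. On the chromosomes the lowest ratios were in the gap between VF_A0708 and VF_A0709, with 5.67 and 3.20, and at *luxP*, with 7.61 and 4.43. The summits of the 2 strains lay within 100 bp of each other at 129 of the 140 sites, at a median distance of 16 bp. Together the sites held or flanked 208 genes. Both ratios share the ∆*litR* libraries, and sites are not replicates, so no test was made.

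**Figure D2:**
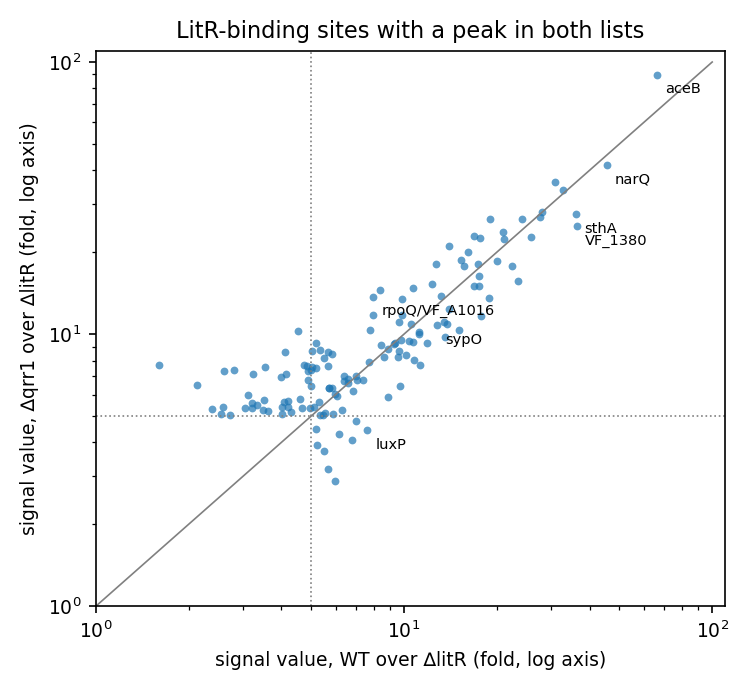
Signal values of the 140 LitR-binding sites with a peak in both lists. The x axis is the signal value in WT and the y axis that in the ∆*qrr1* mutant. Both come from comparisons with the ∆*litR* mutant and are on log axes. Each point is a site, the line marks equal values and the dotted lines the minimum of 5. Points for 86 sites lie above the line, and *aceB* lies farthest to the upper right.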

We note that many of the LitR-dependent transcriptional effects we observed were quite minor, with the loss of *litR* leading to fold changes in Miller units in the range of only 1.4–1.6 for several promoter-*lacZ* fusions. It is not possible to conclude that the impact of LitR on any individual gene affects biofilm formation. Rather, LitR-mediated transcriptional control over multiple biofilm-relevant genes, as we have observed, may be necessary to exert a substantial effect on *V. fischeri* biofilms. Alternatively, the control over these genes by LitR may contribute only a minor impact on biofilm formation and, instead, LitR may inhibit biofilms through a different pathway entirely, such as by modulating acetate metabolism via *acs* and *aceB* (9).

We have previously noted that growth conditions (e.g., static vs. shaking) alter the relative importance of known biofilm factors for *V. fischeri* (18, 20, 48, 49). For example, biofilms formed by the ∆*litR* mutant only depend on SYP under static, but not shaking conditions (18). Here, we observed that PdeV and VF_A1016 seemed less important under static growth conditions. Further research is required to understand the relative contributions of biofilm factors under different growth conditions.

Unlike LitR, VF_A1016 is not a transcription factor, so it must indirectly control *bcs* transcription. The cognate response regulator is unknown, but it is predicted to be VF_A1017 (7), which contains a DNA-binding domain. Thus, VF_A1016 may work through VF_A1017 (or a distinct response regulator) to control *bcsQ* transcription directly. Alternatively, VF_A1016 or this two-component pair may indirectly impact cellulose production by, for example, controlling the production of c-di-GMP, the levels of which are important for *bcsQ* transcription and, likely, for cellulose synthesis (19, 24, 50, 51).

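In the peak lists the *rpoQ*/*VF_A1016* region held 1 interval with 1 summit per strain, 1306 bp long in WT and 1460 bp in the ∆*qrr1* mutant. A median site was 784 bp wide, and 55 of the 146 sites were at least 1000 bp wide. More than 1 peak of the same list was joined into 13 sites, among them *ainS*/*rluB*, with 2 WT peaks, and *sthA*, with 3 ∆*qrr1* peaks. The WT and ∆*qrr1* summits lay over 200 bp apart at 9 sites. These included VF_A0641/VF_A0642, where they were 520 bp apart, *flaF*, at 518 bp, and VF_A0608, at 387 bp. A summit is the highest point of an interval, so a lower second point within an interval is not recorded in the lists.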

When assessing potential LitR-binding sites by ChIP-seq, we identified two distinct peaks in the *rpoQ*/*VF_A1016* region (Fig. 8A) and within other intergenic regions in the data set (Table S1). These dual peaks are reminiscent of those found in *V. harveyi* LuxR ChIP-seq data (52). There, the authors determined that many of the dual peaks are bound not only by LuxR but also by the global DNA-binding protein H-NS. Indeed, these H-NS peaks had higher sequencing reads when *luxR* was mutated in the genome. The authors speculate that these dual peaks are caused by binding of H-NS filaments to two nearby regions of DNA. 

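At *hns*, which encodes a nucleoid protein that silences genes, and the neighboring *VF_1630*, each list held 1 interval, with a WT signal value of 10.4 and a ∆*qrr1* signal value of 9.47. The WT summit at 1834678 on chromosome I lay in VF_1631 and the ∆*qrr1* summit at 1834068, 610 bp away. At *VF_A0367* and *VF_A0368*, the latter a diguanylate cyclase gene, the signal values were 6.79 in WT and 4.10 in the ∆*qrr1* mutant, with summits at 413933 and 413926 on chromosome II, inside VF_A0368. Peaks higher in the ∆*litR* mutant were also looked for around the same regions. Around *rpoQ*/*VF_A1016* the nearest was 6758 bp from the site over WT and 6748 bp over the ∆*qrr1* mutant, with a signal value of 2.15, and around VF_A0368 it was 2596 bp away, with 3.54 over WT and 3.13 over the ∆*qrr1* mutant. Next to *hns*, 2 such peaks lay within 2000 bp in the comparison with the ∆*qrr1* mutant, the nearest with a signal value of 1.82 at 0 bp, overlapping the edge of the site, and 0 in the comparison with WT, where the nearest was 2070 bp away. The antibody used is specific for LuxR of *V. campbellii*, and binding of H-NS was not measured.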

If this phenomenon occurs in *V. fischeri*, LitR might displace H-NS at these locations, leading to the dual peaks we see at the *rpoQ*/*VF_A1016* intergenic region as well as those around *VF_A0367*/*VF_A0368* and *hns*/*VF_1630* (Table S1), the latter of which implicates LitR in binding to and affecting *hns* transcription. More studies would need to be done to determine whether the LuxR/H-NS interactions found in *V. harveyi* hold true in *V. fischeri*.

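Of 146 LitR-binding sites, 81 (55.5%) had their summit in protein-coding sequence and 65 did not. Random placement of the same number of summits on each chromosome put 86.2% in coding sequence (95% of placements between 80.1% and 91.8%), so coding sequence held fewer sites than chance gives (placement permutation test, 100000 placements, two-sided, p = 2.0e-05, the smallest these placements can give). Coding summits were nonetheless found in strong sites such as *narQ*, *sthA*, *lapI*, *iutA*, for a ferric aerobactin receptor, and *yejE*, for a peptide transporter subunit. *iutA* had signal values of 17.7 in WT and 22.6 in the ∆*qrr1* mutant, and *yejE* had 16.9 and 22.9. Among sites with a signal value of at least 10, 27 of 55 (49.1%) were in coding sequence, among them *sypO* and *bcsA*.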

In the data set, peaks were identified within many open reading frames (Table S1), including in *sypO*, *bcsA*, and *lapV* (Fig. 8B through D). ChIP-seq peaks have been discovered within coding regions before (e.g., [44, 53]) and were hypothesized to (i) coordinately work with binding sites in nearby promoters to influence transcription, (ii) function as binding sites to regulate adjacent genes, or (iii) regulate an intragenic sRNA (54). However, there were no peaks present in the nearest regulatory regions to these genes in our data set, indicating that the first hypothesis is unlikely to hold true. 

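Around *sypO*, *bcsA* and *lapV*, no WT or ∆*qrr1* summit of any signal value lay in the gap to either neighboring gene. These gaps were 1122 and 155 bp at *sypO*, 13 and 3 bp at *bcsA* and 100 and 221 bp at *lapV*. Gaps as short as those at *bcsA* could hardly hold a summit, so the lack of one says little there. Within 5000 bp of *sypO*, 1 other WT peak was called, with a signal value of 2.79, and none in the ∆*qrr1* mutant. Around *bcsA* there were 0 in either list. Around *lapV* there were 5 in WT and 7 in the ∆*qrr1* mutant, the highest with 3.97 and 4.51. The nearest other LitR-binding site lay 26023 bp from the *sypO* summit, at *rpoQ*/*VF_A1016*, 37579 bp from that of *bcsA* and 15086 bp from that of *lapV*. The summit in *sypO* was 1444 and 1334 bp from the neighboring genes, that in *bcsA* 1978 and 643 bp, and that in *lapV* 11049 and 1189 bp.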

For the second hypothesis, there were at least 1,300 bp present between *sypO*, *bcsA,* and their respective downstream gene. In addition, the gene downstream of *lapV* is encoded in the opposite direction. Thus, it seems unlikely that LitR binding within *sypO*, *bcsA*, or *lapV* would affect *sypP*, *bcsB*, or *VF_1505* transcription, respectively. Lastly, experiments identifying possible intragenic sRNAs have not been performed in *V. fischeri*. Therefore, more studies are needed to determine if the third hypothesis is true. It is, however, possible that binding at that location could cause steric hindrance of transcription and therefore, inhibit protein production. This phenomenon could provide an explanation for why pellicles formed by the ∆*litR* mutant were dependent on SYP, but loss of LitR did not affect *sypA* transcription (18). Future studies should assess the consequences, if any, of LitR binding in this position in the genome.

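By the function text of Table S1, transporter genes had 16 LitR-binding entries, 4 of them marked there as significant in the ∆*qrr1* mutant alone. *cadB*, for a lysine and cadaverine transporter, had 19.0 in WT and 26.4 in the ∆*qrr1* mutant, *dcuB*, for a C4-dicarboxylate transporter, had 15.7 and 17.8, and *yeiM*, for a nucleoside permease, had 2.39 and 5.29. Transcriptional regulators had 13 entries, 8 of them with this mark. The others included *arcA* with 12.7 and 18.1 and *ompR* with 10.7 and 9.34, and those marked included *crp*, beside *yhfA*, with 2.55 and 5.07. VF_A0833, of the AraC family, had 9.69 and 6.47. Methyl-accepting chemotaxis protein genes had 4 entries, all reaching a signal value of 5 in both strains, led by *VF_A0170* with 23.4 and 15.7, and *VF_A0527* had 7.73 and 7.93. *VF_1133*, in its gap with *hinT*, had 8.64 and 8.26, and *VF_2042* had 13.6 and 9.76, with summits inside the neighboring VF_2041. Sensor kinases had 3 entries, all reaching 5 in both strains, with *narQ* the highest and VF_2379 at 6.32 and 5.25. Iron uptake had 3 entries, of which *iutA* and VF_A0777 reached 5 in both strains. Type VI secretion had 0 by this text, although sites lay in *tssE* (VF_1002) and *tssA* (VF_1005), which it describes by domain names. These counts have no background set, since the gene table gives no protein names. Of the control lists, ribosomal protein genes were in or beside 0 sites against 1.04 in random placements, and tRNA and rRNA genes 1 against 3.22 (placement permutation test, two-sided, p = 0.706 and 0.328, adjusted p = 0.706 for each).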

The ChIP-seq results not only provided information about biofilm-relevant genes but also identified many other genes with LitR-binding sites, such as those encoding sensor kinases, transcriptional regulators, chemotaxis-related genes, and transporters (Table S1). Some of these genes were previously examined for LitR transcriptional control. For example, genes encoding the flagellin gene *flaF* and the methyl-accepting chemotaxis proteins VF_1133 and VF_2042 were shown to be controlled by LitR by RT-qPCR analysis (55). Another gene of interest, *gfcE*, whose protein product is implicated in exopolysaccharide export, was upregulated by LitR in unpublished microarray analyses (55) (Schaefer and Ruby, unpublished; Studer et al., unpublished). These data support the notion that the ChIP-seq identified genes are likely transcriptionally controlled by LitR. Of note, the microarray and RT-qPCR analyses were performed in SWT, suggesting that, despite the difference in media, LitR may control transcription of these genes in both SWT and LBS + calcium conditions.

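On chromosome I, the WT peak between *aceB* and VF_1974 ran from 2206393 to 2206936 with its summit at 2206677, and the ∆*qrr1* peak from 2206440 to 2206969 with its summit at 2206690. Both summits lay in the gap between *aceB* (VF_1973), whose higher coordinate is 2206578, and VF_1974, whose lower coordinate is 2207153. The gene table gives no strand, so these coordinates do not tell which end of either gene faces the gap. The recovered summit coverage was 4568 in WT and 5923 in the ∆*qrr1* mutant. The control level was at the floor of each list, so the ∆*litR* coverage at this site is not given. *aceA* (VF_1972), for isocitrate lyase, lies on the other side of *aceB* from 2203631 to 2204959 and held no peak of either list. In *acs* (VF_2383), for acetyl-CoA synthetase, 1 WT peak with a signal value of 1.31 and 0 ∆*qrr1* peaks were called.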

Of all the peaks in the ChIP-seq data set, the most striking was found in the intergenic region of *aceB* (Table S1), which encodes malate synthase (29). In *E. coli, aceB*, *aceA*, and *aceK* are transcriptionally activated in conditions where acetate is the sole carbon source (28, 29). When active, these three proteins prevent the loss of usable carbons by diverting isocitrate from the Krebs cycle. LitR had previously been shown to induce *acs* transcription, whose protein is important for acetate uptake (9). We verified that LitR activates *aceB* (Fig. 9C; Fig. S6C), though it is still unknown if LitR-dependent activation of *aceB* is a result of LitR binding to the *aceB* regulatory region. We speculate that, perhaps, LitR induces *aceB*, *aceA*, and *acs* transcription to coordinately restrict acetate to the cytoplasm and prevent the acidification of the surrounding media.

Given that LitR was first identified as a positive regulator of the gene for LuxR, the proximal regulator of the *lux* (luminescence) operon (4, 56, 57), it is worth noting that our ChIP-seq did not identify *luxR* or the divergently transcribed *lux* operon as a target (Table S1). However, a previous study determined that LitR bound to the *luxR* regulatory region by a gel shift (4). There is a possibility that the discrepancy is because the *in vitro* conditions used for the gel shift did not sufficiently recapitulate the environment in the cell, leading to visualization of binding that was not identified by ChIP-seq. Alternatively, LitR may only be important for *luxR* transcription early in the bioluminescence regulatory cascade, becoming unnecessary once LuxR is produced. If so, then perhaps the time point we chose for our assay, an OD_600_ of 1.0, is past the optimal window for LitR-P*luxR* binding.

Taken together, LitR-dependent regulation of biofilm formation is complex. In addition to SYP and cellulose (18), we determined that LapV is important for ∆*litR* mutant biofilms. LitR may indirectly control LapV and cellulose through its direct interaction with the *rpoQ* (*pdeV*) and *VF_A1016* intergenic region. LitR could also contribute to biofilm formation by binding and impacting transcription of any of a variety of other genes identified by the ChIP-seq. In addition, the putative LitR binding site we identified matched that of the *clpV-hcp* intergenic region of another *V. fischeri* isolate, FQ-A001 (12). Although that region, and other associated genes involved in the type VI secretion system 2, are absent in strain ES114, it appears that there is sufficient conservation in the putative LitR-binding site that the genes identified by ChIP-seq in ES114 can likely be used to inform on LitR regulation in FQ-A001 and other isolates. Overall, this work has expanded our knowledge of not just LitR-dependent biofilm regulation, but of the *V. fischeri* LitR regulon as a whole. Moreover, our ChIP data provide numerous additional avenues for research on LitR-mediated transcriptional control over *V. fischeri* physiology.

## MATERIALS AND METHODS

### Strain construction and media

*V. fischeri* was maintained and strains were constructed as previously described (58, 59). Briefly, *V. fischeri* strains (Table 1; Table S2) were grown overnight at 28°C in LBS (10 g/L tryptone, 5 g/L yeast extract, 20 g/L NaCl, 50 mM Tris pH 7.5) (59) or tTBS (10 g/L tryptone, 20 g/L NaCl, and 50 mM Tris pH 7.5) (48). Agar was added at 15 g/L if needed. *E. coli* was grown in LB (10 g/L tryptone, 5 g/L yeast extract, and 10 g/L NaCl) at 37°C with the addition of 0.3 mM thymidine for the auxotrophic π3813 strain (60). Plasmids used in this study are shown in Table 2. Antibiotic concentrations for *V. fischeri* were: chloramphenicol (Cm, 1 µg/mL), kanamycin (Kan, 100 µg/mL), erythromycin (Erm, 2.5 µg/mL), spectinomycin (Spec, 200 µg/mL), and trimethoprim (Trim, 10 µg/mL). Antibiotic concentrations for *E. coli* were as follows: Cm (12.5 µg/mL), Kan (50 µg/mL), and ampicillin (Amp, 100 µg/mL). DNA transformations were performed using a defined Tris-minimal medium (58). Genomic DNA (gDNA) or DNA that was amplified by PCR and splicing by overlap extension (61) was inserted into the *V. fischeri* chromosome by *tfoX*-mediated transformation (6, 30), and recombinants were selected using antibiotics. In certain cases, a non-native promoter, P*nrdR* (36), was used in place of the native promoter. The primers that were utilized are in Table 3 and define the end points of the fragments utilized for transformation. The antibiotic cassettes were removed by tri-parental conjugation with an *E. coli* strain carrying the flippase enzyme on plasmid pKV496 (58, 62).

**TABLE 1:** Strains used in this study

Strains	Genotype^*a*^	Construction	Reference
ES114	Wild type	N/A	(63)
BF11	*litR*::Kan^r^ ∆*bcsA*::FRT-Trim^r^	N/A	(18)
BF13	*litR*::Kan^r^ ∆*sypQ*::FRT-Erm^r^	N/A	(18)
BF48	∆*VFA1016*::FRT	Erm^r^ removed from KV8026	This study
BF49	∆*rpoQ*::FRT	Spec^r^ removed from KV9339	This study
BF76	∆*lapV-1500*::FRT *litR*::Erm^r^	TT KV8629 with gJB19	This study
BF84	∆*VFA1016*::FRT ∆*sypQ*::FRT-Erm^r^	TT BF48 with gKV8191	This study
BF85	∆*VFA1016*::FRT *bcsA*::Tn5	TT BF48 with gKV8408	This study
BF89	∆*VFA1016*::FRT-Erm^r^ ∆*lapV-1500*::FRT	TT KV8629 with KV8026	This study
BF91	∆*litR*::FRT-Spec^r^ IG (Erm^r^)::P*nrdR-RBS-pdeV-flag*	TT KV9482 with gKV9740	This study
BF109	∆*sypQ*::FRT-Cm^r^ ∆*bcsA*::FRT-Trim^r^ ∆*VFA1016*::FRT-Erm^r^	TT KV8753 with gKV8026	This study
BF203	∆*VFA1016*::FRT IG (Erm^r^)::P*nrdR-VFA1016*	TT BF48 with gKV10111	This study
BF204	∆*VFA1016*::FRT ∆*litR*::FRT-Spec^r^	TT BF48 with gKV9740	This study
BF212	∆*litR*::FRT IG (Erm^r^)::P*nrdR-VFA1016*	TT KV10494 with gKV10111	This study
BF237	IG::P*sypA-lacZ* ∆*sypQ*::FRT	N/A	(18)
BF244	IG::P*sypA-lacZ* ∆*sypQ*::FRT ∆*VFA1016*::FRT-Erm^r^	TT BF237 with gKV8026	This study
BF255	IG::P*bcsQ-lacZ* ∆*sypQ*::FRT	N/A	(18)
BF259	IG::P*bcsQ-lacZ* ∆*sypQ*::FRT ∆*VFA1016*::FRT-Erm^r^	TT BF255 with gKV8026	This study
BF297	IG::P*rpoQ-lacZ* ∆*sypQ*::FRT	Erm^r^ removed from BF268	This study
BF298	IG::P*rpoQ-lacZ* ∆*sypQ*::FRT ∆*litR*::FRT	Spec^r^ and Erm^r^ from BF285	This study
BF299	IG::P*VFA1016-lacZ* ∆*sypQ*::FRT	Erm^r^ removed from BF291	This study
BF310	IG:: P*VFA1016-lacZ* ∆*sypQ*::FRT ∆*litR*::FRT-Spec^r^	TT BF299 with gKV9740	This study
BF538	∆*pdeV*::FRT IG (Erm^r^)::P*nrdR-VFA1016*-P*nrdR-RBS-pdeV-flag*	TT KV8969 with gBF529	This study
BF539	∆*VFA1016*::FRT IG (Erm^r^)::P*nrdR-VFA1016*-P*nrdR-RBS-pdeV-flag*	TT BF48 with gBF529	This study
BF543	∆*litR*::FRT IG (Erm^r^)::P*nrdR-VFA1016*-P*nrdR-RBS-pdeV-flag*	TT KV10494 with gBF529	This study
BF598	IG::P*lapV-lacZ* ∆*sypQ*::FRT	Erm^r^ removed from BF594	This study
BF599	∆*litR*::FRT-Spec^r^ IG::P*lapV-lacZ* ∆*sypQ*::FRT	Spec^r^ and Erm^r^ removed from BF597	This study
BF607	∆*pdeV*::FRT ∆*litR*::FRT-Spec^r^	TT KV8969 with gKV9740	This study
BF609	IG::P*lapV-lacZ* ∆*sypQ*::FRT ∆*VFA1016*::FRT-Spec^r^	TT BF598 with gKV10619	This study
BF646	∆*qrr1* ∆*VFA1016*::FRT-Erm^r^	TT TIM305 with gKV8026	This study
BF647	∆*qrr1* ∆*pdeV*::FRT-Spec^r^	TT TIM305 with gKV9324	This study
BF666	∆*qrr1* ∆*VF_A1016*::FRT-Erm^r^ ∆*pdeV*::FRT-Spec^r^	TT BF646 with PCR product amplified with primers 2618 & 2621 (KV9324)	This study
BF669	∆*bcsA*::FRT ∆*lapV-1500*::FRT ∆*litR*::FRT-Spec^r^	TT BF665 with gKV9740	This study
BF677	IG::P*VF1200-lacZ ∆sypQ*::FRT-Erm^r^	TT BF279 with gKV8191	This study
BF678	IG::P*VF1200-lacZ ∆sypQ*::FRT-Erm^r^ ∆*litR*::FRT	TT BF281 with gKV8191	This study
KV8969	∆*pdeV*::FRT	N/A	(23)
KV9410	∆*pdeV*::FRT ∆*sypQ*::FRT-Cm^r^	N/A	(23)
KV9895	∆*sypQ*::FRT	N/A	(18)
KV9918	∆*pdeV*::FRT-Spec^r^ IG (Erm^r^)::P*nrdR-RBS-pdeV-flag*	TT KV9482 with gKV9324	This study
KV10494	∆*litR*::FRT	N/A	(18)
KV10670	∆*sypQ*::FRT IG::P*rpoQ*-T1-*lacZ*	Erm^r^ removed from KV10593	This study
KV10775	∆*sypQ*::FRT IG::P*VFA1016*-T1-*lacZ*	Erm^r^ removed from KV10766	This study
KV10803	∆*sypQ*::FRT IG::P*rpoQ*-T2-*lacZ*	Erm^r^ removed from KV10797	This study
KV10804	∆*sypQ*::FRT IG::P*VFA1016*-T2-*lacZ*	Erm^r^ removed from KV10798	This study
KV10865	∆*sypQ*::FRT IG::P*VFA1016*-T3-*lacZ*	Erm^r^ removed from KV10859	This study
KV10867	∆*sypQ*::FRT IG::P*rpoQ*-T3-*lacZ*	Erm^r^ removed from KV10861	This study
KV10931	∆*rpoQ*::FRT IG (Erm^r^)::P*rpoQ-rpoQ*	TT BF49 with gKV10910	This study
KV10932	∆*rpoQ*::FRT IG (Erm^r^)::P*nrdR-RBS-pdeV-flag*	TT BF49 with gKV9482	This study
KV10945	IG (Erm^r^)::P*tfoY-lacZ* ∆*sypQ*::FRT	TT KV9895 with gDNA from an intermediate strain made by TT KV7371 with SOE product amplified with primers 2185 & 2090 (pKV502) and 4516 & 2951 (ES114), and 2822 & 2876 (KV9466)	This study
KV10954	IG (Erm^r^)::P*aceB-lacZ* ∆*sypQ*::FRT	TT KV9895 with gKV10944	This study
KV10957	IG (Erm^r^)::P*aceB-lacZ* ∆*sypQ*::FRT ∆*litR*::FRT-Spec^r^	TT KV10951 with gKV10944	This study
KV10960	IG (Erm^r^)::P*tfoY-lacZ* ∆*sypQ*::FRT ∆*litR*::FRT-Spec^r^	TT KV10951 with gDNA from an intermediate strain made by TT KV7371 with SOE product amplified with primers 2185 & 2090 (pKV502) and 4516 & 2951 (ES114), and 2822 & 2876 (KV9466)	This study
KV11163	IG (Erm^r^)::P*VF1200-lacZ ∆sypQ*::FRT	TT KV9895 with gKV9758	This study
KV11164	IG (Erm^r^)::P*VF1200-lacZ ∆sypQ*::FRT ∆*litR*::FRT-Spec^r^	TT KV10951 with gKV9758	This study
KV11165	IG (Erm^r^)::P*aceB*-mutated-*lacZ* ∆*sypQ*::FRT	TT KV9895 with gKV11120	This study
KV11166	IG (Erm^r^)::P*aceB*-mutated-*lacZ* ∆*sypQ*::FRT ∆*litR*::FRT-Spec^r^	TT KV10951 with gKV11120	This study
KV11167	IG (Erm^r^)::P*tfoY*-mutated-*lacZ* ∆*sypQ*::FRT	TT KV9895 with gKV11136	This study
KV11168	IG (Erm^r^)::P*tfoY*-mutated-*lacZ* ∆*sypQ*::FRT ∆*litR*::FRT-Spec^r^	TT KV10951 with gKV11136	This study
KV11169	IG (Erm^r^)::P*VF1200*-mutated-*lacZ ∆sypQ*::FRT	TT KV9895 with gKV11137	This study
KV11170	IG (Erm^r^)::P*VF1200*-mutated-*lacZ ∆sypQ*::FRT ∆*litR*::FRT-Spec^r^	TT KV10951 with gKV11137	This study
TIM305	∆*qrr1*	N/A	(5)

^*a*^ N/A, not applicable; IG, gene inserted at intergenic region between genes *yeiR* and *glmS* along with an FRT scar, with one exception: KV7371 does not contain an FRT scar; IG (Erm), gene inserted between *yeiR* and *glmS* along with FRT-Erm^r^; TT, TfoX-mediated transformation using *tfoX*-overexpressing version of indicated strain; trunc, truncation; RBS, idealized ribosome-binding site; FLAG, FLAG-epitope tagged; FRT, Flippase Recognition Target; if not followed by an antibiotic resistance gene, then the antibiotic cassette was flipped out leaving an FRT scar within the chromosome.

**TABLE 2:** Plasmids used in this study

Name	Description	Reference
pEVS104	Conjugal helper plasmid (Kan^r^)	(64)
pJJC4	*tfoX^+^ +* Cm^r^	(6)
pJET-P*rpoQ-lacZ*	pJET + SOE product amplified with primers 975 & 974 (BF298) (Amp^r^)	This study
pJET-P*VFA1016-lacZ*	pJET + SOE product amplified with primers 975 & 974 (BF310) (Amp^r^)	This study
pKV494	pJET + FRT-Erm^r^	(62)
pKV496	*flp*^+^ + Kan^r^	(62)
pKV502	pJET + *yeiR*-FRT-Erm^r^	(62)
pKV503	pJET + *glmS*	(62)
pKV506	pJET + *yeiR*-FRT-Erm^r^-P*nrdR*	(62)
pKV521	pJET + Spec^r^	(62)
pLosTfoX	*tfoX* ^+^	(30)
pLosTfoX-Kan	*pLosTfoX* + Kan^r^	(36)
pPMF5	pVSV105 + *litR* (Cm^r^)	(6)
pVSV105	Cm^r^	(65)

**TABLE 3:** Primers used in this study

Primer number	Sequence^*a*^
423	GGTTGACAGGTTTCTTGGCG
974	GCTAAAGCGGTGACGGTGGAGTAG
975	CCTCACCCCAGATGGTTTGGCA
1487	GGTCGTGGGGAGTTTTATCC
1821	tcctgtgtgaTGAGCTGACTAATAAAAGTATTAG
1965	ATCAGTCTGGTTTCTTTTTCG
1966	TACTTCTGATGTGGTTTGTTG
2022	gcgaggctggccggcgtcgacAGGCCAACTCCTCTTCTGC
2025	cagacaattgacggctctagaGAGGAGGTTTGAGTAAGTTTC
2089	CCATACTTAGTGCGGCCGCCTA
2090	CCATGGCCTTCTAGGCCTATCC
2097	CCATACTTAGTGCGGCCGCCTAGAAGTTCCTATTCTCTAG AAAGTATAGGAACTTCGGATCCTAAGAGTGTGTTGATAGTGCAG
2122	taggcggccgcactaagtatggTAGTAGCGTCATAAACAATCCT
2123	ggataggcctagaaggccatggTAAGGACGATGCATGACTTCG
2185	CTTGATTTATACAGCGAAGGAG
2196	TCCATACTTAGTGCGGCCGCCTA
2224	TCGCTTGCTTCTACTTCTTTAC
2225	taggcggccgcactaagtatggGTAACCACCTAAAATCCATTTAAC
2226	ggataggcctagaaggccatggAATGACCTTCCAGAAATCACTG
2227	TGAAATCGCTTGAGTATCTGTAAG
2290	AAGAAACCGATACCGTTTACG
2354	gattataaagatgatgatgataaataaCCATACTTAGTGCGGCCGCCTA
2618	AGAGCAGCTCGTGAGTTATC
2619	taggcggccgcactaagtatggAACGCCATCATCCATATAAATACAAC
2620	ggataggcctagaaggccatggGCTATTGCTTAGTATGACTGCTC
2621	CTTCCATAGTAAGAACCTCTGC
2808	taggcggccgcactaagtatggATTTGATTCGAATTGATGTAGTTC
2809	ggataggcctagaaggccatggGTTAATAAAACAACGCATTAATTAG
2822	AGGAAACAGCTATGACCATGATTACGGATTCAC
2843	ACAATCCTTGTTCATAAAGGCC
2844	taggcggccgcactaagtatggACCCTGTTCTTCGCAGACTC
2845	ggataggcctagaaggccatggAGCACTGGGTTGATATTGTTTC
2846	CCGATGAATACTCAATTAGTGTTC
2871	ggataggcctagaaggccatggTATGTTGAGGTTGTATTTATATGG
2872	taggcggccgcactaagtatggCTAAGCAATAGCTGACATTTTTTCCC
2876	GAAACGCCGAGTTAACGCC
2877	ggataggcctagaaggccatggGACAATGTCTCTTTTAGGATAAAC
2878	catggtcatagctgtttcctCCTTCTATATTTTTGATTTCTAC
2892	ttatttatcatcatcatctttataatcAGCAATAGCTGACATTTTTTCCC
2913	GGTGGATTCGAGAATCCATTG
2951	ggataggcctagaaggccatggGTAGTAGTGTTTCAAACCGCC
2983	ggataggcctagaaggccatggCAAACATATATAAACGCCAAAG
2984	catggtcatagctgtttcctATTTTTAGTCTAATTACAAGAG
3025	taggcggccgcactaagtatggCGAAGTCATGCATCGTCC
3078	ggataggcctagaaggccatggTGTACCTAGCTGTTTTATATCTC
3080	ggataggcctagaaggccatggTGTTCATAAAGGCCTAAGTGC
3233	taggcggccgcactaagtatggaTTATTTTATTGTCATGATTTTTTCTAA
3243	GAACTCACTGTTTTTTCTAGTG
3265	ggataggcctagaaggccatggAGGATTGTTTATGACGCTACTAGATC
3276	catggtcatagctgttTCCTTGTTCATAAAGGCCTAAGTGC
3277	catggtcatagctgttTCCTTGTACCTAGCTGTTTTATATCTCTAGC
4328	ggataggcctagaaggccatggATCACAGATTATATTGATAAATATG
4330	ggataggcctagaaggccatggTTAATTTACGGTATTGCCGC
4332	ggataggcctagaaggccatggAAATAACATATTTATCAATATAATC
4438	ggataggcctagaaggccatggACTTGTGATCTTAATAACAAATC
4470	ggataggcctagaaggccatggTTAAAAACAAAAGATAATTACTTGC
4491	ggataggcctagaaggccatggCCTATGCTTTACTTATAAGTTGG
4497	GGAGATATTGATATGAACTTGAAAG
4498	CGTTCTTTAATCGAATAATATCTG
4499	GTTACAAAGCGAAAAAACTG
4500	GAATAAAAGTATATAAGTTAATATTCTC
4501	CATTATTCTTAACAAGATCATAAATTCC
4502	CATCATCAATCGCTATGG
4503	CTAAGTTATTTTGAGATAAAGAACTATC
4504	CTAATGCTTTATTATTTGATGAAAGTTC
4510	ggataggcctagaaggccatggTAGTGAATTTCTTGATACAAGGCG
4511	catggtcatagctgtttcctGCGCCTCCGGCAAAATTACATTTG
4516	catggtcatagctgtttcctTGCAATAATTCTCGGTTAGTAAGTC
4540	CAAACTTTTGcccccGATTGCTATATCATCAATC
4541	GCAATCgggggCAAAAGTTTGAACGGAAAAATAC
4544	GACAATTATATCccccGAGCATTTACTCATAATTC
4545	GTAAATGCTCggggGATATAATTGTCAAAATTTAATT
4546	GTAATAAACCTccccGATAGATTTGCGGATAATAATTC
4547	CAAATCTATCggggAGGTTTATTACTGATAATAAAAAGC

^*a*^ Lowercase letters represent tail sequences.

### Pellicle assay

Strains were grown overnight at 24°C in LBS. Following this, the cultures were normalized to an OD_600_ of 0.02 in 2 mL of LBS supplemented with 10 mM CaCl_2_ in 24-well plates. Each strain was inoculated into three individual wells per experiment. The plates were incubated at 24°C for 72 h. At this time point, the pellicles were imaged with and without disruption using a toothpick to assess for stickiness of the pellicle (22, 23). Images were taken using the Zeiss Stemi 2000-c microscope at a magnification of 6.5×. The turbidity of the liquid underneath the pellicle was measured by OD_600_ (18).

### Shaking liquid biofilm assay

After growth in tTBS overnight at 28°C, the strains were normalized to an OD_600_ of 0.05 in 2 mL of tTBS + 10 mM CaCl_2_ in 13 × 100 mm test tubes in triplicate. These cultures were incubated at 24°C for 24 h and subsequently imaged using a phone camera. The turbidity of the liquid, avoiding the biofilm structures, was measured by OD_600_ (20).

### *V. fischeri* β-galactosidase assay

All *V. fischeri* strains assessed by this assay included a ∆*sypQ* mutation to abolish sticky biofilm formation, permitting more accurate OD_600_ measurements. Strains were grown in LBS overnight at 24°C and subcultured 1:100 in 20 mL or 5 mL LBS + 10 mM CaCl_2_ the following day for the mutation or complementation experiments, respectively. Cm was included in the overnight and subculture for plasmid maintenance for the complementation experiments. These cultures were incubated at 24°C with shaking for 22 h. At this time point, 2 mL or 1 mL of the culture for the deletion or complementation/mutated binding site experiments, respectively, was pelleted, and promoter activity of the regulatory regions was examined by the β-galactosidase assay as previously described (20). The OD_420_ and OD_550_ were measured by the Biotek Synergy H1 plate reader and used to calculate the final Miller units (66).

### *E. coli* β-galactosidase assay

The *E. coli* strains carried two plasmids: one plasmid containing a promoter-*lacZ* fusion (Amp) and either pVSV105 (65) or pPMF5 (6) (Cm). To construct the plasmid containing a promoter-*lacZ* fusion, the regulatory region of each gene of interest was amplified by PCR (for primers see Table 3). Each fragment was ligated into a pJET plasmid using the CloneJET PCR cloning kit (ThermoFisher). The plasmid was then introduced by transformation into PIR1 chemically competent *E. coli* cells (Invitrogen). Transformants were selected on LB Amp plates with and without X-gal (5-bromo-4-chloro-3-indolyl-β-D-galactopyranoside) and incubated at 37°C. Blue colonies from the X-gal plates were chosen for further analysis. Plasmid DNA was extracted using the Zymo Research Plasmid Miniprep kit, evaluated by PCR, and confirmed by sequencing, then introduced into MC4100λ *E. coli* (67) made competent using calcium chloride, followed by selection on LB amp plates. Finally, either plasmid pPMF5 or pVSV105 was introduced into the MC4100λ promoter-*lacZ* containing strains by transformation, followed by selection on LB with Amp and Cm.

The resulting strains were grown overnight in 5 mL LB with Amp and Cm at 28°C. The next day, each strain was subcultured to an OD_600_ of 0.05 in 20 mL LB with Amp and Cm and incubated with shaking at 28°C. At 6 hours, 1 mL of the culture was pelleted, and the β-galactosidase assay was performed as described above.

### Reverse transcriptase polymerase chain reaction

WT strains were grown overnight in 5 mL of LBS and subcultured 1:100 in 20 mL of LBS containing 10 mM CaCl_2_ in 125 mL flasks the next day. The cultures were incubated with shaking for 22 h. Subsequently, 10 mL of RNAprotect (Qiagen) was added to 5 mL of culture, and the mixture was centrifuged at 3,000 × *g* for 10 min. RNA was extracted from the samples using the Direct-zol RNA Miniprep Plus Kit (Zymo Research). Contaminating DNA was degraded using RNase-Free DNase (Qiagen). The DNase was removed by reextracting the RNA using the Direct-zol RNA Miniprep Plus Kit. We then synthesized reverse-transcribed DNA (cDNA) for the coding regions within *pdeV* and *rpoQ*, as well as the intergenic region between the two genes, with reagents from the 5′ RACE System for Rapid Amplification of cDNA Ends kit (Invitrogen, version 2.0). The resulting cDNA was cleaned and concentrated with the DNA Clean & Concentrator-5 kit (Zymo Research) and amplified with primers specific for *pdeV*, *rpoQ*, or the intergenic region between the genes with KOD polymerase (Invitrogen). For *pdeV*, cDNA was made using primer 4497, and the cDNA was amplified with primers 4498 and 4499. For the no reverse transcriptase control and the intergenic region between *rpoQ* and *pdeV*, cDNA was made using primer 4500 and the cDNA was amplified with primers 4501 and 4502. For *rpoQ*, cDNA was made using primer 4503, and the cDNA was amplified with primers 4504 and 2913. See Table 3 for primers. The DNA samples were assessed and imaged on a 2% agarose gel.

### Growth curves

*V. fischeri* strains were grown overnight in 5 mL LBS at 24°C. The following day, the strains were normalized to an OD_600_ of 0.05 in 20 mL of LBS + 10 mM CaCl_2_ in 125 mL flasks. The cultures were incubated with shaking at 24°C over a period of 8 h with OD_600_ measurements taken at each hour. Dilutions of the cultures were performed as needed for OD_600_ readings (59).

### Statistics

Each experiment was performed with at least three biological replicates, and representative images are shown. Each supplemental experiment was performed with at least two biological replicates, and representative images are shown. Statistics were done using GraphPad Prism version 10.1.0.

### Western blots

Whole cell lysates were collected from WT, the Δ*litR* mutant, and the ∆*qrr1* mutant after 24, 48, and 72 h and run on an SDS-PAGE gel (4.5%–12%). Proteins were transferred to a 0.45 µM nitrocellulose membrane via wet transfer in transfer buffer (48 mM Tris base, 39 mM glycine, 0.037% SDS, and 20% methanol) at 10 V for 70 min. The membrane was blocked overnight at 4°C in a 5% milk/TBS-T solution (5 g nonfat dry milk per 100 mL buffer, 25 mM Tris-Cl pH 8.0, 125 mM NaCl, and 0.1% Tween 20). The membrane was washed 3 × 5 min rocking in TBS-T at room temperature (R/T) and then treated with a 1:10,000 dilution of anti-RpoB (BioLegend) or a 1:3,000 dilution of anti-LuxR*^Vca^* (38) for 1 h rocking at R/T. After washing the membranes for 3 × 5 min rocking in TBS-T at R/T, the membranes were treated with either a 1:10,000 dilution of anti-mouse IgG, HRP (RpoB; Promega) or a 1:10,000 dilution of anti-rabbit IgG, HRP (LuxR; Promega) for 30 min rocking at R/T. All RpoB primary and secondary antibody dilutions were dissolved in TBS-T, whereas LuxR dilutions were dissolved in 5% milk/TBS-T. The secondary antibodies were washed 3 × 5 min rocking at R/T. To visualize the membranes, Pierce ECL Western Blotting Substrate (Thermo Scientific) was added for 5 min, and images were captured using the autoexposure setting for a chemi blot on Bio-Rad Image Lab software.

### Chromatin immunoprecipitation sequencing

The chromatin immunoprecipitation (ChIP) procedure was modified from a *Bacillus subtilis* procedure (68). Briefly, 50 mL cultures of cells were grown shaking at 24°C in LBS + 10 mM CaCl_2_ until they reached an OD_600_ of 1.0. For the whole-genome sequencing (WGS; input) samples, a 3 mL aliquot was pelleted before crosslinking, and gDNA was extracted using the ThermoFisher GeneJet DNA Purification Kit. The DNA was diluted to 10 ng/µL in 100 µL of elution buffer and sonicated at 4°C twice with a Qsonica Q800R2 Water Bath Sonicator at 20% amplitude with continuous pulses. WGS samples were stored at −20°C until library preparation. The remaining cultures (47 mL) (immunoprecipitation (IP) samples) were crosslinked by adding 1% formaldehyde (Fisher Scientific) and rocked for 30 min at R/T. The reactions were quenched with 0.5 M glycine and rocked for 5 min at R/T. Cultures were pelleted at 4°C, washed 2 times with 1 mL cold 1× TBS, frozen with liquid nitrogen, and stored at −80°C until needed. During lysis, pellets were resuspended in ChIP Solution A (12.5 mM Tris pH 8, 12.5 mM EDTA, 62.5 mM NaCl, 25% sucrose, and 1 mM PMSF) with 1 mg/mL lysozyme for 45 min at 37°C. An equal volume of 2× IP Buffer was added to the solution, followed by 1 mM PMSF and 1× Protease Inhibitor Cocktail (52). Samples were sonicated twice for 20 min at 70% amplitude with 10 s on/off pulses and then centrifuged to clear cell debris. Sonicated lysates were pre-cleared by rotating for 1 h at 4°C using 50 µL washed Protein A Magnetic Sepharose beads (Cytiva #28967062). Pre-cleared lysates were incubated with 4 µL anti-LuxR*^Vca^* (38) and rotated overnight at 4°C. LuxR is the LitR homolog in *V. campbellii* and has 59.5% identity and 77.5% similarity to *V. fischeri* LitR. The anti-LuxR*^Vca^* antibody was shown to be cross-reactive with *V. fischeri* LitR using western blots (Fig. S5), so it was used to pull down LitR during ChIP-seq. The next day, 50 µL of Protein A magnetic beads were added to the lysate-antibody mixtures and rotated for 1 h at 4°C. The resin was washed 3 times with 1× IP Buffer, three times with Wash Buffer, once with 1× TE, and eluted with TES at 65°C for 20 min. Crosslinks were reversed at 65°C overnight and then treated with 0.2 mg/mL RNaseA (NEB #T3018L) and 0.2 mg/mL Proteinase K (NEB #P8107S). DNA was extracted using a phenol:chloroform:isoamyl alcohol (25:24:1) mixture with ethanol precipitation, then purified using AmpureXP beads (Beckman Coulter, Inc.). WGS and IP libraries were prepared for Illumina NextSeq 550 high-throughput paired-end sequencing using the NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB #E7645) and sequenced at the Indiana University Center for Genomics and Bioinformatics (CGB). Three biological replicates were sequenced for each sample.

### ChIP-seq analysis

Illumina paired-end reads were trimmed using fastp (version 0.21.0) with parameters “-l 25 --detect_adapter_for_pe -g -p” (69). Trimmed reads were mapped to the *V. fischeri* ES114 reference genome using bowtie2-2.3.5.1 (70) and were run with the –no-mixed option. There was low-level contamination with *E. coli* DNA, so we filtered out reads with more than one non-matching base. Read pairs with the same end points were filtered to avoid potential PCR duplicates. The input reads had uneven coverage due to ongoing DNA replication in the growing cells, with higher coverage at the origin and reduced coverage at the terminus. The input coverage was estimated and used to normalize the ChIP-seq coverage (for visualization and validation) and to normalize the start frequencies using custom Perl scripts.

Artificial read distributions were then randomly generated from the normalized start frequencies and the corresponding insert sizes for a given read library. The input distribution was then subtracted from the corresponding experimental sample using custom Perl scripts. This resulted in an input-normalized artificial read set for each experimental sample. One set of samples from a particular experimental condition could then be directly compared in MACS (version 2.2.9.1) against another set of experimental samples to identify peaks distinct to one experimental condition or another. The unnormalized data were used to verify the validity of these peaks and to set biologically meaningful q-value thresholds. The workflow is depicted in Fig. S7.

The data set was filtered to only include peaks that were higher in WT or the ∆*qrr1* mutant compared to the ∆*litR* mutant, our negative control. By assessing the peaks using JBrowse (40), we determined the point at which the average raw reads of WT or the ∆*qrr1* mutant were at least fourfold higher than the negative control, which was a MACS assigned signal value of 5. 

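Most called peaks were low: the median signal value was 2.42 over all WT peaks and 2.58 over all ∆*qrr1* peaks. Sites close to a signal value of 5 in a list included *yaaJ*, for a predicted transporter, with 5.00 in WT and 7.37 in the ∆*qrr1* mutant, and *crp* with *yhfA*, with 2.55 and 5.07. VF_A0641/VF_A0642 had 5.46 and 5.06. With no minimum, joining both lists gave 887 sites. The lowest −log10 q was 1.44 in the WT list and 1.32 in the ∆*qrr1* list, and asking in addition for a −log10 q of at least 10 removed none of the 146 sites.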

Any peak with a signal value below 5 was deemed not significant. We then used the DNA sequences of the peaks with the 20 highest signal values, as well as the peak within the *rpoQ*/*VF_A1016* intergenic region, and performed a MEME analysis (41) to determine the consensus binding motif. For each peak, we annotated the predicted function of the gene or adjacent genes using Uniprot (71).

## Data Availability

The ChIP-seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO) (72): GSE288643. The link to the Jbrowse session with the uploaded sequences is: https://jbrowse.cgb.iu.edu/?config=jbrowse%2FvanKessel%2FGSF4066%2Fconfig.json&session=share-PEoXmCIEfG&password=LeDna Zenodo: Perl scripts have been deposited to Zenodo: https://zenodo.org/communities/litr.

## SUPPLEMENTAL MATERIAL

Supplemental figures and tables jb.00042-25-s0001.pdf Fig. S1 to S7 and Tables S1 to S2.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

# Supplementary material for: Genetic and biochemical analyses reveal direct interactions between LitR and genes important for Vibrio fischeri physiology, including biofilm production
**Source:** J Bacteriol. 2025 Aug 1;207(8):e00042-25. doi: 10.1128/jb.00042-25
**Supplement:** Supplemental figures and tables — Fig. S1 to S7 and Tables S1 to S2.

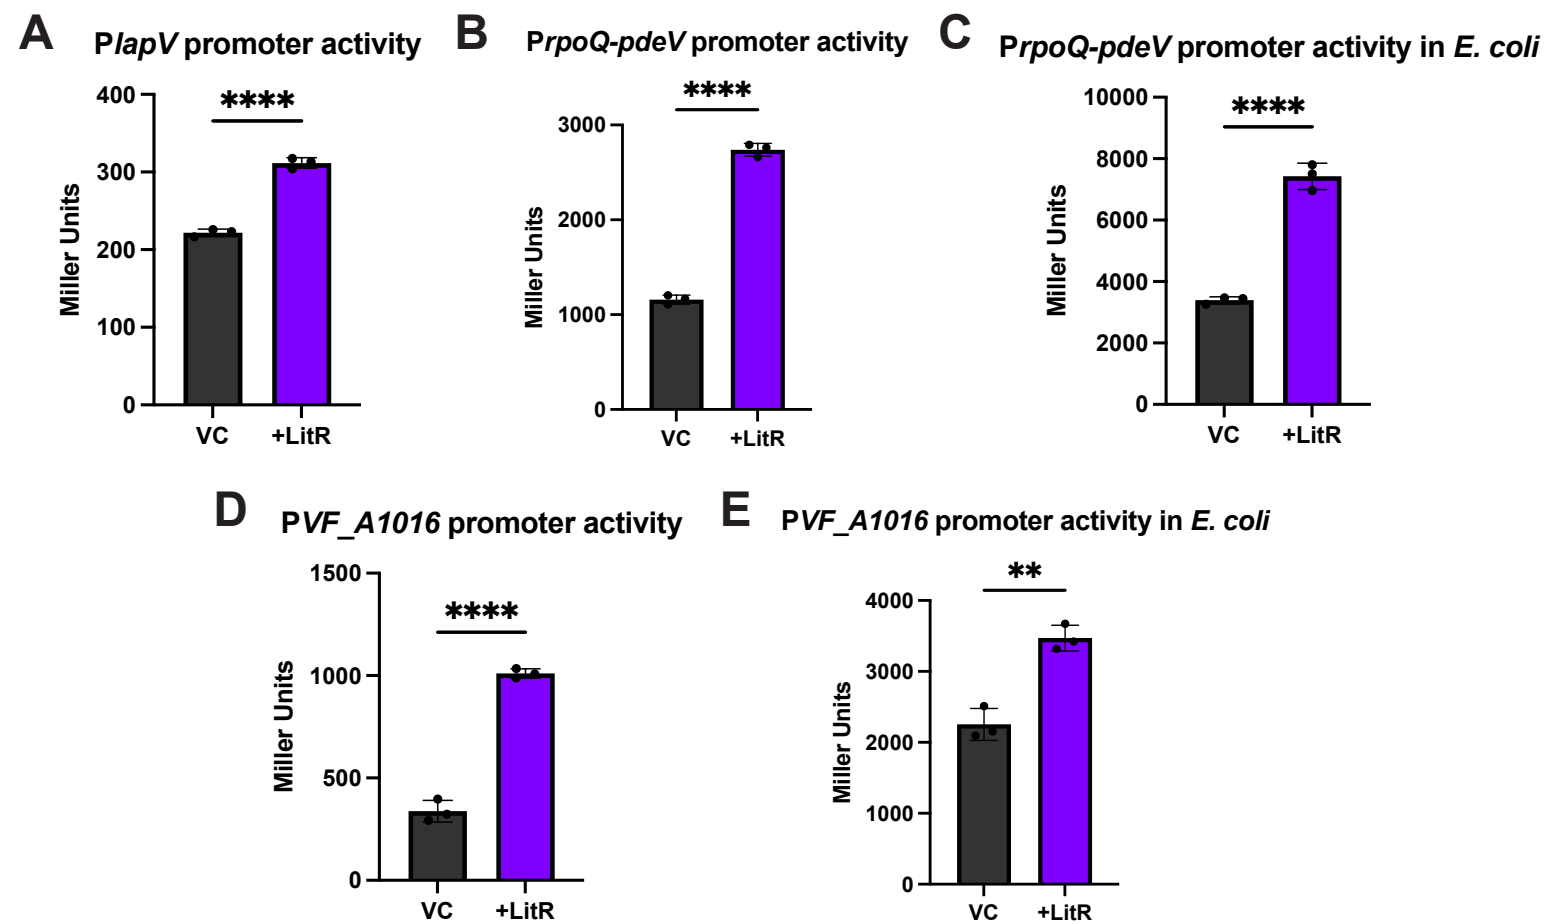

Figure S1. LitR impacts *lapV*, *rpoQ-pdeV*, and *VF_A1016* promoter activity. Plasmids pVSV105 or pPMF5 were introduced into a strain carrying a $\Delta sypQ$ mutation and the (A) *PlapV-lacZ* reporter (BF599), (B) *PrpoQ-pdeV-lacZ* reporter (BF298), or (D) *PVF_A1016-lacZ* reporter (BF310) and the resulting strains were grown for 22 h at 24°C with shaking. Cultures were then assessed for B-galactosidase activity as a measure of reporter activity. The plasmids were also introduced to *E. coli* strain MC4100 lambda containing a pJET plasmid expressing (C) *PrpoQ-pdeV-lacZ* or (E) *PVF_A1016-lacZ*. These strains were incubated with shaking at 28°C for 6 h. The resulting cultures were assayed for B-galactosidase activity as a measure of reporter activity. Statistics were performed using an unpaired t-test; **p-value: 0.0019, ****p-value < 0.0001.

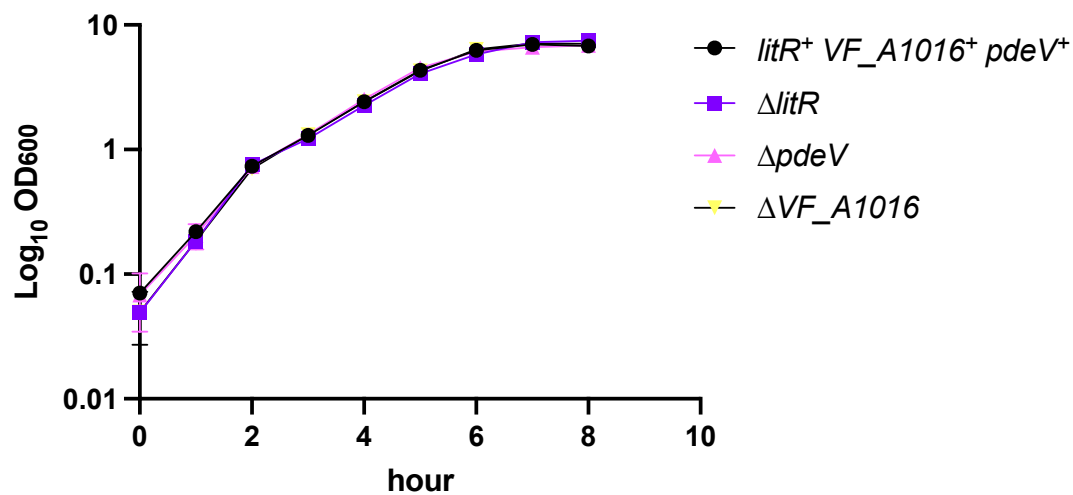

Figure S2. The $\Delta pdeV$ and ΔVF_A1016 mutants do not have a growth defect under shaking conditions. The *litR*⁺ *VF_A1016*⁺ *pdeV*⁺ strain (KV9895), the $\Delta litR$ mutant (BF13), the $\Delta pdeV$ mutant (KV9410), and the ΔVF_A1016 mutant (BF84), all carrying a $\Delta sypQ$ mutation, were grown under shaking conditions for 8 h in LBS + 10 mM CaCl₂ at 24°C with OD₆₀₀ measurements taken at each hour. Some error bars cannot be seen because they are shorter than the size of the symbol.

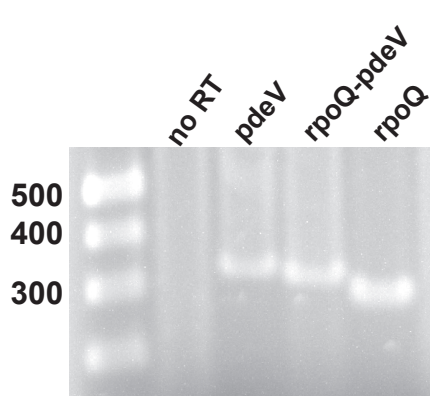

Figure S3. The genes encoding RpoQ and PdeV are in an operon. A DNA agarose gel depicting RT-PCR products amplified from WT (ES114) cDNA as described in Materials and Methods. The “no RT” lane refers to the no reverse transcriptase control, the “pdeV” lane corresponds to cDNA amplified from the coding region of *pdeV*, the “rpoQ-pdeV” lane corresponds to amplified cDNA that includes the intergenic region between *rpoQ* and *pdeV*, and the “rpoQ” lane corresponds to cDNA amplified from the coding region of *rpoQ*.

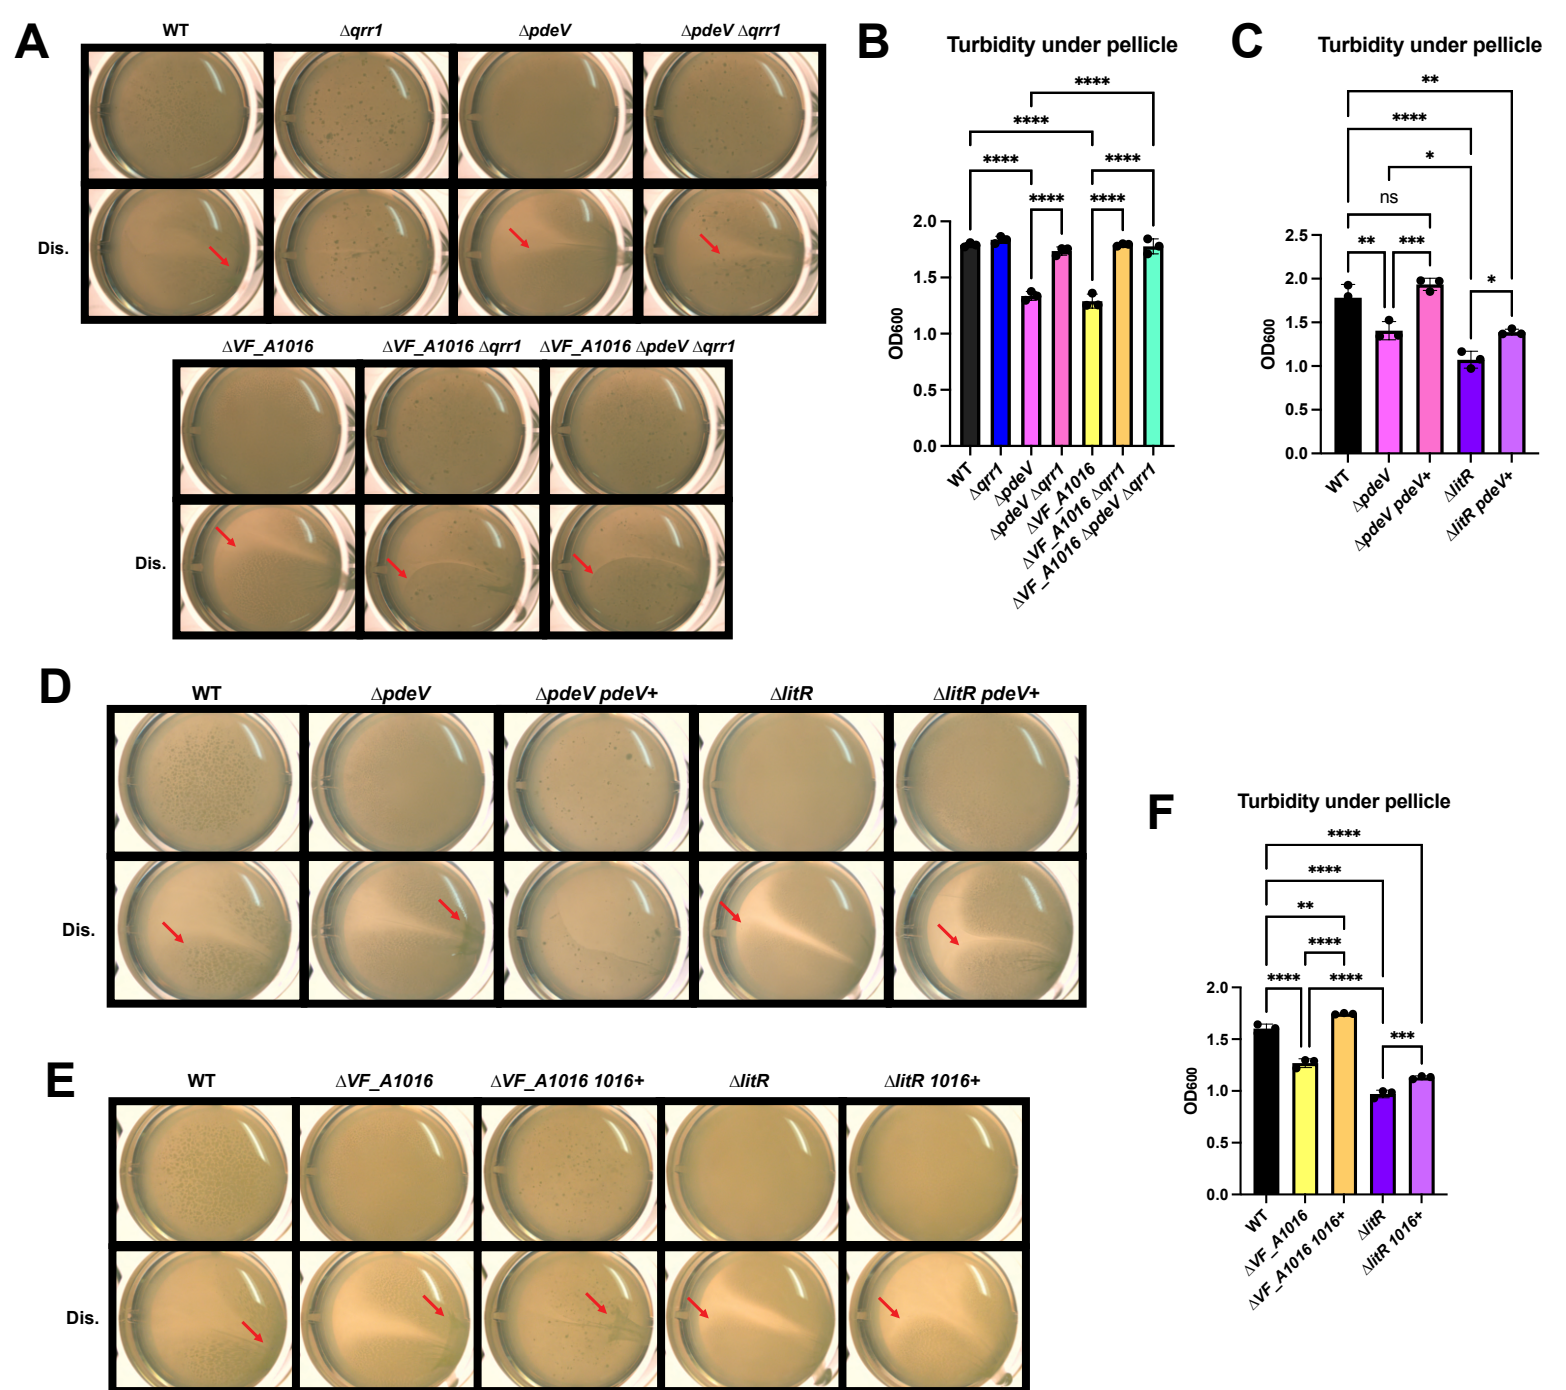

Figure S4. Expression of *VF_A1016* or *pdeV* results in minor suppression of pellicle formation by the $\Delta litR$ mutant. (A) WT (ES114), the $\Delta qrr1$ mutant (TIM305), the $\Delta pdeV$ mutant (KV8969), the $\Delta pdeV \Delta qrr1$ mutant (BF647), the ΔVF_A1016 mutant (BF48), the $\Delta VF\_A1016 \Delta qrr1$ mutant (BF646), and the $\Delta VF\_A1016 \Delta pdeV \Delta qrr1$ mutant (BF666) or (D) WT (ES114), the $\Delta pdeV$ mutant (KV8969), the $\Delta pdeV pdeV^+$ strain (KV9918), the $\Delta litR$ mutant (KV10494), and the $\Delta litR pdeV^+$ strain (BF91) or (E) WT (ES114), the ΔVF_A1016 mutant (BF48), the $\Delta VF\_A1016 1016^+$ strain (BF203), the $\Delta litR$ mutant (KV10494), and the $\Delta litR 1016^+$ strain (BF212) were assessed after 72 h of static growth at 24°C in LBS + 10 mM $CaCl_2$. Images were taken with the Zeiss Stemi 2000-c microscope at 6.5x magnification with and without disruption (Dis.) using a toothpick to assess stickiness of the pellicle. Red arrows are used to highlight an area of each disrupted pellicle where stickiness and/or cohesiveness is observed. (B & C & F) The turbidity of the liquid underneath the pellicle was measured by OD₆₀₀ and plotted. Statistics were performed using a one-way ANOVA corrected for multiple comparisons with Tukey's test; ns: not significant, *p-value ≤ 0.0191 , **p-value ≤ 0.0061 , ***p-value ≤ 0.0009 , ****p-value < 0.0001 .

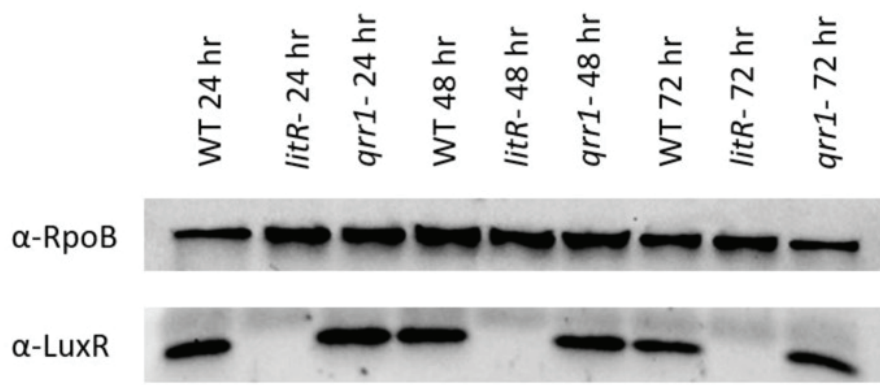

Figure S5. The anti-LuxR^{Vca} antibody can specifically bind to *V. fischeri* LitR. Cell extracts from WT (ES114), the $\Delta litR$ mutant (KV10494), and the $\Delta qrr1$ mutant (TIM305) were assessed after 24, 48, and 72 h of shaking growth at 24°C in LBS + 10 mM CaCl₂. The samples were assessed for LitR production by Western blot using an antibody against *V. campbellii* LuxR (α-LuxR) with the anti-RpoB antibody (α-RpoB) used as a loading control.

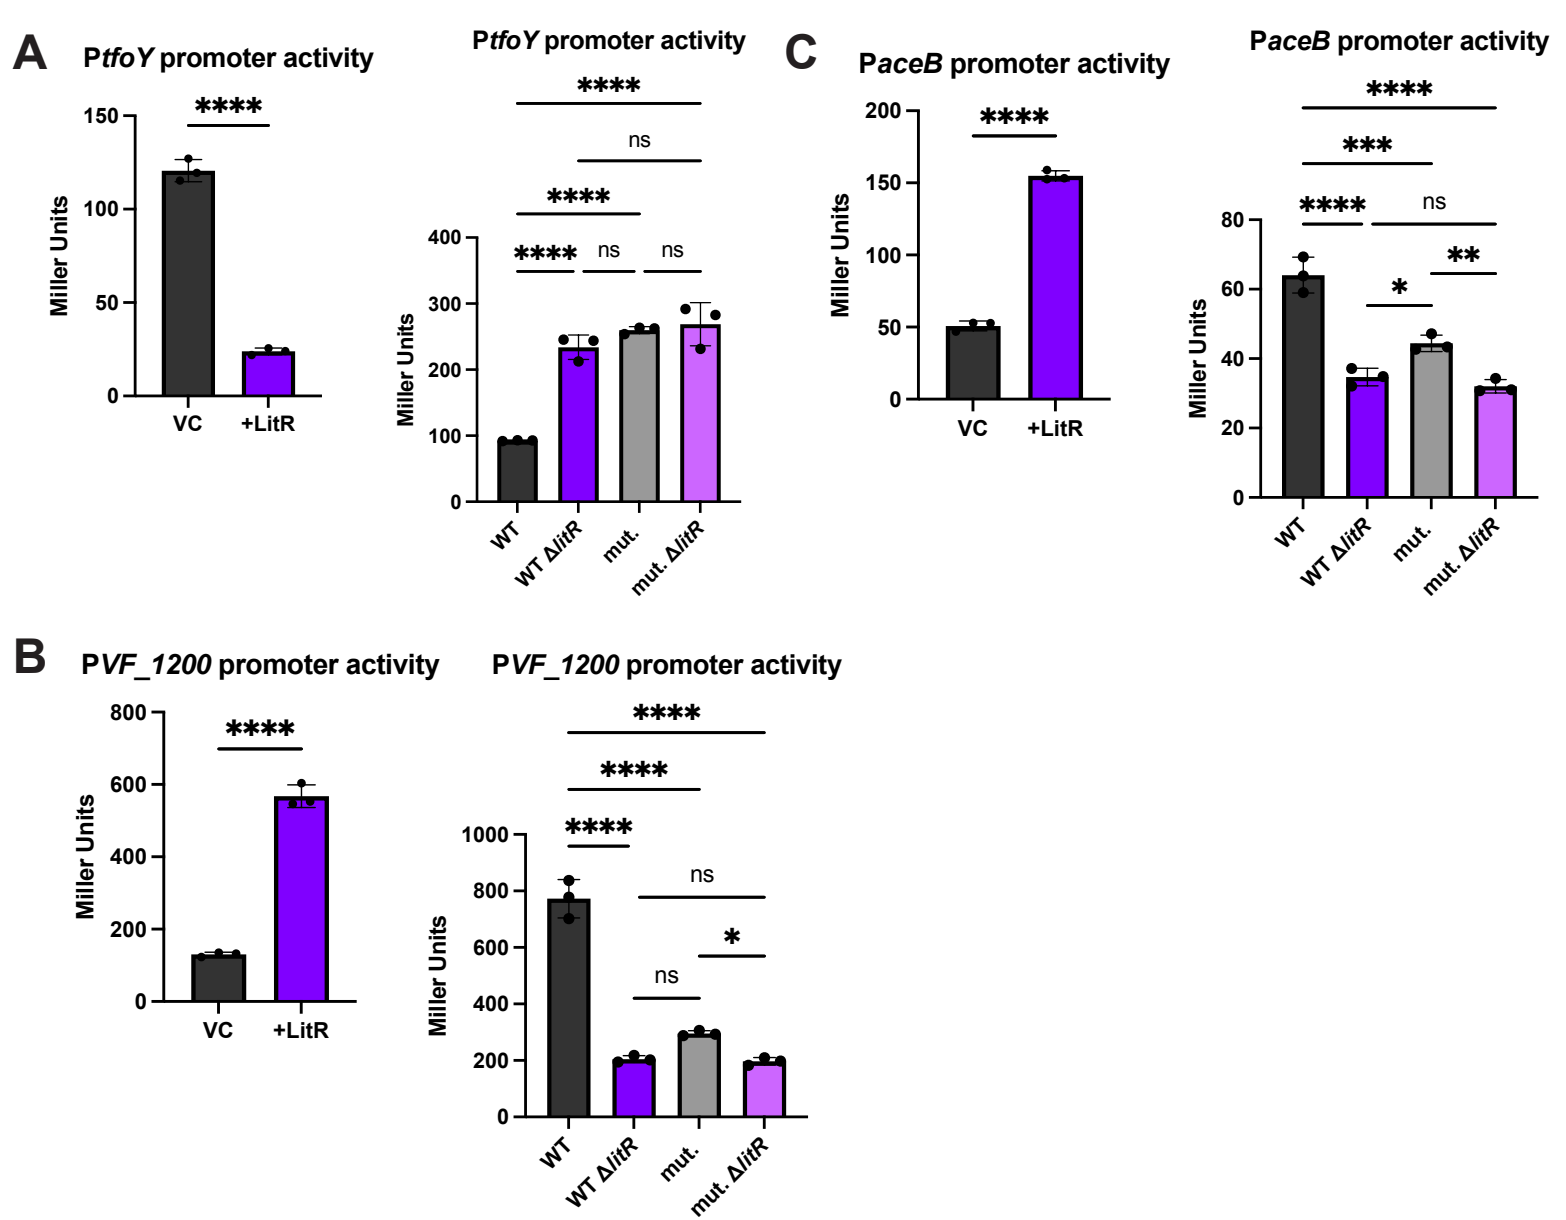

Figure S6. LitR impacts *tfoY*, *VF_1200*, and *aceB* promoter activity. Plasmid pVSV105 or pPMF5 were introduced into strains carrying a $\Delta sypQ$ mutation and the (A, left) *PtfY-lacZ* reporter (KV10960), (B, left) *PVF_1200-lacZ* reporter (BF678), or (C, left) *PaceB-lacZ* reporter (KV10957) and the resulting strains were grown for 22 h at 24°C with shaking. Additionally, promoter-*lacZ* fusions in a $\Delta sypQ$ mutant background were assessed with no change (WT), with a $\Delta litR$ mutation, with the regulatory region mutated at the predicted LitR binding site based on ChIP data (mut.), and with the regulatory region mutation (mut.) and the $\Delta litR$ mutation for the (A, right) *PtfY-lacZ* reporter (KV10945, KV10960, KV11167, KV11168), (B, right) *PVF_1200-lacZ* reporter (KV11163, KV11164, KV11169, KV11170), or (C, right) *PaceB-lacZ* reporter (KV10954, KV10957, KV11165, KV11166) after 22 h at 24°C with shaking. All cultures were assessed for B-galactosidase activity as a measure of reporter activity. Statistics for the left panels were performed using an unpaired t-test; ****p-value < 0.0001. Statistics for the right panels were performed using a one-way ANOVA corrected for multiple comparisons using Tukey's test; ns: not significant, *p-value $\leq$ 0.0369, **p-value: 0.0071, ***p-value: 0.0004, ****p-value < 0.0001.

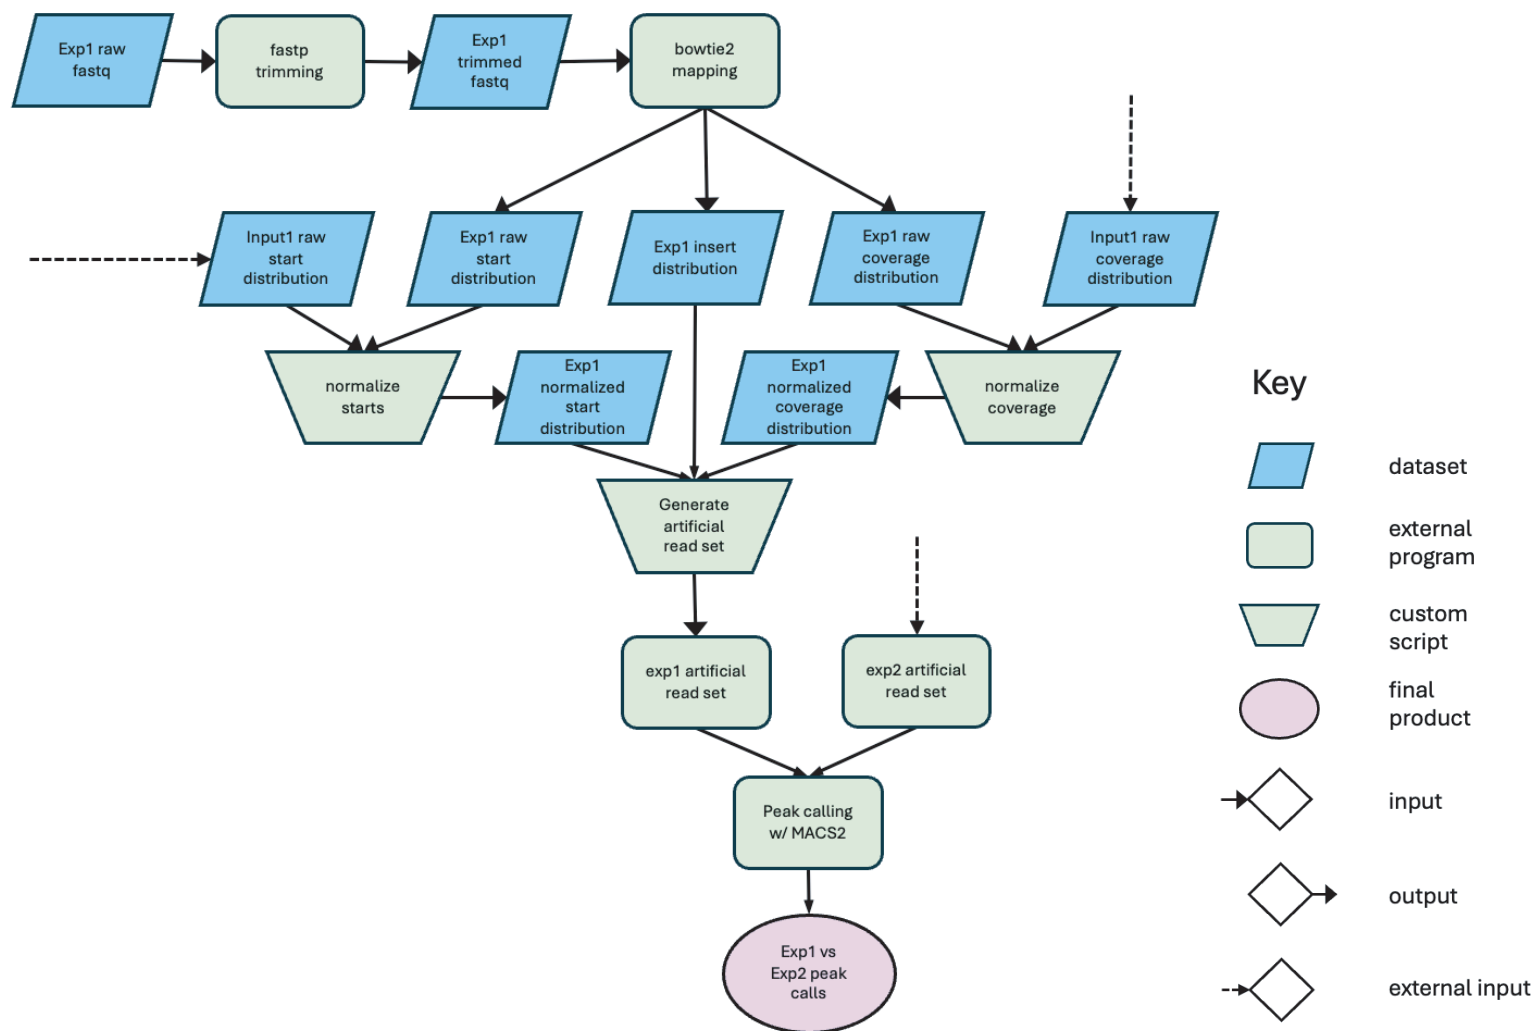

Figure S7. ChIP-seq analysis workflow. Flow chart depicting processing of fastq data to generate normalized artificial distributions and used to perform peak calling. The fastq reads are trimmed and mapped. From the mapping, a distribution of the start sites of the inserts are determined corresponding to the 5' most base pair of the mapped read pair. Additionally, the distribution of the insert coverage is also determined from the mapping. The corresponding input is then used to normalize the experimental insert start distribution using a custom perl script; this normalization removes the over-duplicated DNA associated with the origin of replication in actively growing bacteria. The same normalization is applied to the coverage distribution. Both the normalized start and coverage distribution are used to generate a normalized artificial mapped read insert set for the given experimental sample. These normalized insert sets can be combined using MACS2 to generate peak calls.

Table S1. LitR ChIP-seq peaks

Chromosome	Peak center ¹	Signal Value ²	Gene(s) ³	Described/proposed function ⁴	Peak location: Coding/Noncoding region ⁵
Chromosome I	32101 ^a	5.5024	<i>pqqL</i>	zinc protease	noncoding
	55733	6.0799	<i>ubiB</i>	probable protein kinase	noncoding
	65942	10.6147	<i>VF_0059</i>	HEAT repeat domain-containing protein	noncoding
	79730 ^d	16.2679	<i>uvrD</i> $\diamond$ <i>rarD</i>	<i>uvrD</i> - RecBCD enzyme subunit RecB, <i>rarD</i> - Predicted chloramphenicol resistance permease	noncoding
	89723	13.4950	<i>spf</i> rRNA	rRNA	noncoding
	99568 ^b	6.2861	<i>VF_0087</i>	c-di-GMP phosphodiesterase	noncoding
	131733	10.0109	<i>ompR</i> $\diamond$ <i>VF_0113</i>	<i>ompR</i> : DNA-binding dual transcriptional regulator, <i>VF_0113</i> : Chromosome partitioning protein ParA	noncoding
	179727 ^a	5.2001	<i>gfcE</i> $\diamond$ <i>VF_0161</i>	<i>gfcE</i> : predicted exopolysaccharide export protein, <i>VF_0161</i> : uncharacterized protein	noncoding
	333433	6.6567	<i>yfbS</i>	Transporter, divalent anion:sodium symporter family	coding
	369114	6.3649	<i>uvrA</i>	UvrABC system protein A, Excinuclease ABC subunit A	coding
	464841	22.3667	<i>dns</i>	DNA-specific endonuclease I	noncoding
	539264 ^b	5.29148	<i>yeiM</i>	nucleoside permease	noncoding
	570032	15.9197	<i>codA</i>	cytosine deaminase	noncoding
	656309	19.3020	<i>VF_0597</i>	tetratricopeptide repeat protein	coding
	752337	19.8672	<i>yejE</i>	Predicted oligopeptide transporter subunit	coding
	759858	8.8954	<i>glyA</i>	Serine hydroxymethyltransferase	coding
	774641 ^a	7.6102	<i>luxP</i>	Autoinducer 2-binding periplasmic protein	coding
	813329 ^b	5.7699	<i>dacA</i>	serine-type D-Ala-D-Ala carboxypeptidase	noncoding
	863180 ^b	7.1516	<i>yfcH</i>	Conserved protein with NAD(P)-binding Rossmann-fold domain	coding
	935337 ^b	5.6484	<i>VF_0849</i>	AMP-(Fatty)acid ligase	coding

	962789 ^b	5.3723	<i>VF_0877</i>	Transcriptional regulator, LysR family	coding
	983040 ^b	7.3794	<i>VF_0892</i>	Aspartate 1-decarboxylase	noncoding
	1012198	21.739	<i>VF_0917</i> <> <i>adhE</i>	<i>VF_0917</i> : Cation transporter, VIC family, <i>adhE</i> : Aldehyde-alcohol dehydrogenase	noncoding
	1017362 ^b	5.7549	<i>sodB</i> <> <i>grxD</i>	<i>sodB</i> : Superoxide dismutase, <i>grxD</i> : Glutaredoxin	noncoding
	1055687	9.0626	<i>tolB</i>	Tol-Pal system protein TolB	coding
	1107609	7.2460	<i>VF_1002</i>	IraD/Gp25-like domain-containing protein	noncoding
	1110844 ^b	6.1950	<i>VF_1005</i>	ImpA N-terminal domain-containing protein	coding
	1144159	13.8192	<i>ainS</i> <> <i>rluB</i>	<i>ainS</i> : acyl-homoserine-lactone synthase, <i>rluB</i> : tRNA pseudouridine synthase A	noncoding
	1161290 ^b	6.4835	<i>VF_1052</i>	Transporter, divalent anion:sodium symporter family	coding
	1168231	6.0038	<i>ycgM</i>	Predicted isomerase/hydrolase	coding
	1174295 ^b	10.3917	<i>VF_1062</i> <> <i>VF_1063</i>	<i>VF_1062</i> : Adenylosuccinate synthetase, <i>VF_1063</i> : Transcriptional regulator	noncoding
	1175605	28.1482	<i>gadA</i>	glutamate decarboxylase	noncoding
	1210045 ^b	5.9824	<i>VF_1095</i>	nucleoside permease	coding
	1214798 ^b	7.3010	<i>VF_1100</i>	D-cysteine desulphydrase-like protein	coding
	1240131	17.7656	<i>VF_1123</i>	putative lipoprotein	noncoding
	1253442	6.3086	<i>VF_1132</i>	alpha-amylase	noncoding
	1257117	8.4478	<i>VF_1133</i> <> <i>hinT</i>	<i>VF_1133</i> : methyl accepting chemotaxis protein, <i>hinT</i> : Purine nucleoside phosphoramidase	noncoding
	1281181	33.2916	<i>VF_1155</i> <> <i>VF_1156</i>	<i>VF_1155</i> : Proton glutamate symport protein, <i>VF_1156</i> : Chlorohydrolase/deaminase family protein	noncoding
	1305757 ^a	13.4521	<i>sdaA</i>	L-serine dehydratase	coding
	1307260	10.6826	<i>sdaC</i>	predicted serine transporter	noncoding
	1321111 ^{be}	7.1291	<i>VF_1190</i>	uncharacterized iron regulated protein	noncoding

	1334826	17.5182	<i>VF_1200</i> <> <i>VF_2607</i>	<i>VF_1200</i> : diguanylate cyclase, <i>VF_2607</i> : uncharacterized protein	noncoding
	1376126 ^b	5.4184	<i>ihfA</i>	integration host factor subunit alpha	noncoding
	1387564	9.8469	<i>ompT</i>	Omptin family protease OmpT	coding
	1392443	12.7440	<i>VF_1251</i>	DUF6815 domain-containing protein	coding
	1404789 ^a	6.9748	<i>ssnA</i>	Predicted chlorohydrolase/aminohydrolase	noncoding
	1424011 ^b	8.5789	<i>prc</i>	Ribosome maturation factor RimM	coding
	1433648 ^b	5.8913	<i>pyrD</i>	Dihydroorotate dehydrogenase (quinone)	noncoding
	1443587	7.3862	<i>VF_1293</i>	endopeptidase	coding
	1501968	13.1672	<i>VF_1356</i>	DUF2971 domain-containing protein	noncoding
	1509195 ^b	5.6805	<i>VF_1363</i>	VF1363: Formate hydrogenlyase subunit 6	noncoding
	1529441	30.6775	<i>VF_1380</i>	penicillin-binding protein	noncoding
	1540785 ^b	5.4206	<i>VF_2614</i>	copper resistance protein	noncoding
	1565470	5.4787	<i>mdtK</i>	Multidrug resistance protein NorM	coding
	1575779 ^b	5.3903	<i>VF_1423</i>	DUF4381 family protein	coding
	1679140	7.1524	<i>lapV</i>	RTX (Repeats in toxin) calcium-binding cytotoxin RtxA1	coding
	1694418	7.1263	<i>VF_1518</i>	DnaK-related protein	noncoding
	1705148	7.0448	<i>VF_1524</i>	Response regulatory domain-containing protein	coding
	1729709 ^b	6.4451	<i>VF_1546</i> <> <i>yjiE</i>	<i>VF_1546</i> : C4 dicarboxylate transporter, <i>yjiE</i> : lysR family transcriptional regulator	noncoding
	1737886 ^b	5.0675	<i>nrfA</i>	Cytochrome c-552, Cytochrome c nitrite reductase	coding
	1762308	7.0832	<i>tfoY</i> ^c	DNA transformation protein	noncoding
	1779561	10.5640	<i>hisP</i> <> <i>VF1589</i>	hisP: Histidinol-phosphate aminotransferase, VF1589: DUF3360 family protein	noncoding
	1801955	9.6628	<i>cls</i> <> <i>VF_1605</i>	<i>cls</i> : Cardiolipin synthase A, <i>VF_1605</i> : transporter	noncoding
	1834268	9.9288	<i>VF_1630</i> <> <i>hns</i>	<i>VF_1630</i> : Sodium:proton antiporter, <i>hns</i> : Global DNA-binding	noncoding (both),

				transcriptional dual regulator H-NS	coding (hns)
	1889676	6.7285	<i>yqhD</i>	alcohol dehydrogenase	coding
	1891805 ^b	6.9694	<i>VF_1679</i>	DUF4105 domain-containing protein	noncoding
	1908710 ^f	12.3457	<i>truA</i> > <i>VF_2628</i>	<i>truA</i> : tRNA pseudouridine synthase A, <i>VF_2628</i> : uncharacterized protein	coding
	1933779	27.3125	<i>VF_1716</i> < > <i>VF_1717</i>	<i>VF_1716</i> : AraC family transcriptional regulator, <i>VF_1717</i> : transporter, drug/metabolite exporter family	noncoding
	1947046	6.8358	<i>ygiQ</i>	putative Fe-S oxidoreductase	noncoding
	1976551	5.4589	<i>asmA</i>	predicted assembly protein	coding
	1997407	16.9655	<i>prkA</i>	serine kinase	noncoding
	2005953 ^d	11.6355	<i>VF_2633</i> < > <i>VF_1777</i>	<i>VF_2633</i> : putative lipoprotein, <i>VF_1777</i> : uncharacterized protein	noncoding
	2037316	12.7305	<i>aroC</i> < > <i>VF_2635</i>	<i>aroC</i> : Chorismate synthase, <i>VF_2635</i> : uncharacterized	noncoding
	2059097	8.7948	<i>ccmA</i>	Cytochrome c biogenesis ATP-binding export protein	noncoding
	2085552	10.3736	<i>fliE</i> ^c	Flagellar hook-basal body complex protein	noncoding
	2095888	6.0327	<i>flaD</i> ^c	flagellin	noncoding
	2103922	7.0043	<i>flgK</i>	flagellar hook-associated protein	noncoding
	2134624	9.3163	<i>VF_1900</i> < > <i>VF_1901</i>	<i>VF_1900</i> : COME operon protein 3, <i>VF_1901</i> : DUF2956 domain-containing protein	noncoding
	2141615	43.6125	<i>narQ</i>	sensor kinase	coding
	2206684	77.9644	<i>aceB</i>	malate synthase	noncoding
	2270790	11.6865	<i>VF_2042</i>	methyl accepting chemotaxis protein	noncoding
	2293105	22.7326	<i>cadB</i>	Predicted lysine/cadaverine transporter	noncoding
	2299649	16.7546	<i>dcuB</i>	C4-dicarboxylase transporter	noncoding
	2314795 ^b	7.5768	<i>flaF</i> ^c	flagellin	noncoding
	2340310	6.5626	<i>rpiA</i>	Ribose-5-phosphate isomerase A	coding
	2346759	6.1842	<i>yaaJ</i>	Predicted transporter	noncoding
	2356410	15.4183	<i>arcA</i> < > <i>rrA2</i>	<i>arcA</i> : response regulator, arginine deiminase, <i>rrA2</i> :	noncoding

				4-hydroxy-4-methyl-2-oxoglutarate aldolase	
	2404387 ^b	7.3034	<i>VF_2148</i>	phosphoglucomutase	coding
	2436365 ^b	5.3751	<i>yadB</i>	Glutamyl-Q tRNA(Asp) synthetase	coding
	2445303	25.3393	<i>VF_2175</i>	DUF1127 domain-containing protein	noncoding
	2530646	33.4926	<i>VF_T0076</i>	uncharacterized	coding
	2551911	9.2866	<i>VF_2270</i>	maltoporin	coding
	2557769 ^b	5.96	<i>cytR</i>	DNA-binding transcriptional repressor	noncoding
	2562343 ^b	5.0691	<i>yhfA</i> <> <i>crp</i>	<i>yhfA</i> : OsmC family protein, <i>crp</i> : Transcriptional regulatory protein Fnr	noncoding
	2574623 ^b	6.8071	<i>aroB</i>	3-dehydroquinate synthase	coding
	2649129	5.1814	<i>gapA2</i>	Glyceraldehyde-3-phosphate dehydrogenase	coding
	2667486	5.7811	<i>VF_2379</i>	histidine kinase	coding
	2740774	31.8006	<i>sthA</i>	Soluble pyridine nucleotide transhydrogenase	coding
	2747938 ^d	11.4537	<i>fliL2</i> ^c <> <i>glpG</i>	<i>fliL2</i> : flagellar protein fliL, <i>glpG</i> : Predicted intramembrane serine protease	noncoding
	2798330	6.6033	<i>dsbD</i>	Thiol:disulfide interchange protein	coding
	2813392	24.288	<i>VF_2510</i>	PTS system, mannitol (Cryptic)-specific IIA component	noncoding
	2816720	6.8397	<i>VF_2513</i> <> <i>VF_2512</i>	<i>VF_2513</i> : Cyclic nucleotide binding protein/2 CBS domains, <i>VF_2512</i> : SPOR domain-containing protein	noncoding
Chromosome II	12221	9.1441	<i>VF_A0010</i>	uncharacterized protein	noncoding
	91325 ^{bf}	5.7243	<i>dmsD</i> > <i>VF_A0084</i>	<i>dmsD</i> : Chaperone protein TorD, <i>VFA0084</i> : Ferredoxin-type protein NapF	coding
	134908	14.6968	<i>VF_A0119</i> <> <i>VF_A0120</i>	<i>VF_A0119</i> : lactoylglutathione lyase, <i>VF_A0120</i> : BmpB	noncoding
	168419	8.8586	<i>VF_A0152</i>	diguanylate cyclase	coding
	187665	20.1341	<i>iutA</i>	ferric aerobactin receptor	coding
	188754	6.6977	<i>qmcA</i>	integral inner membrane protein	noncoding

	194029	19.5477	<i>VF_A0170</i>	methyl accepting chemotaxis protein	noncoding
	251829	17.0737	<i>tadF2</i>	ATP/GTP-binding site motif A (P-loop) surface protein	coding
	271575 ^b	5.2536	<i>VF_A0244</i> <> <i>VF_A0245</i>	<i>VF_A0244</i> : GGDEF/EAL domains protein, <i>VF_A0245</i> : uncharacterized protein	noncoding
	413709 ^a	6.7871	<i>VF_A0368</i>	diguanylate cyclase	noncoding
	423958 ^b	5.3443	<i>VF_A0375</i>	TonB-dependent receptor	coding
	465915	9.2358	<i>pyrC</i>	dihydroorotase	noncoding
	485578 ^f	16.3132	<i>ycal</i> > <i>msbA</i>	<i>ycal</i> : Recombination protein, <i>msbA</i> : ATP-dependent lipid A-core flippase	coding (<i>ycal</i>), noncoding (<i>msbA</i>)
	594055	18.1241	<i>VF_A0517</i>	WYL domain-containing protein	noncoding
	601729	7.8259	<i>VF_A0527</i>	methyl accepting chemotaxis protein	coding
	615002 ^{bf}	5.5117	<i>VF_A0537</i> > <i>VF_A0538</i>	<i>VF_A0537</i> : site-specific DNA-methyltransferase (adenine-specific), <i>VF_A0538</i> : Type I restriction-modification system specificity subunit	coding
	631751 ^b	5.5877	<i>intA</i>	phage family integrase	coding
	635995 ^b	5.2232	<i>VF_A0551</i>	phosphodiesterase	noncoding
	687986 ^b	7.6845	<i>VF_A0608</i>	two component response regulator	noncoding
	691848 ^b	7.6527	<i>VF_A0612</i>	9-hexadecenoic acid cis-trans isomerase	coding
	717788	5.2574	<i>VF_A0641</i> <> <i>VF_A0642</i>	<i>VF_A0641</i> : DUF4156 domain-containing protein, <i>VF_A0642</i> : uncharacterized protein	coding
	721499 ^b	7.683	<i>VF_A0646</i>	N-acetyltransferase domain-containing protein	noncoding
	757099 ^b	5.105	<i>talB</i>	Transaldolase	noncoding
	762380	5.2856	<i>VF_A0688</i> <> <i>VF_A0689</i>	<i>VF_A0688</i> : HTH cro/C1-type domain-containing protein, <i>VF_A0689</i> : uncharacterized protein	noncoding
	794308 ^a	5.6674	<i>VF_A1188</i> <> <i>VF_A0709</i>	<i>VF_A1188</i> : uncharacterized protein, <i>VF_A0709</i> : protein-N(pi)-phosphohistidine--D-fructose phosphotransferase	noncoding

	814661	5.2551	<i>VF_A0719</i>	OmpA-like domain-containing protein	coding
	871007 ^a	9.8744	<i>VF_A0777</i>	TonB system transport protein ExbD2	coding
	908112	6.512	<i>VF_A0807</i>	DUF218 domain-containing protein	coding
	934136	10.7534	<i>putA</i>	dual function proline dehydrogenase and proline oxidase	coding
	938059	8.079	<i>VF_A0833</i>	transcriptional regulator AraC family	noncoding
	1001875	9.4951	<i>bcsA</i>	Cellulose synthase catalytic subunit	coding
	1039544	6.033	<i>ytjL</i>	predicted inner membrane protein	noncoding
	1073770 ^b	10.3099	<i>hcpA</i>	Hydroxylamine reductase	noncoding
	1089228	6.9243	<i>VF_A0967</i>	nucleoside permease	coding
	1139454 ^d	9.4242	<i>VF_A1013</i> <> <i>pdeV</i> ^c	<i>VF_A1013</i> : Hpt domain-containing protein, <i>pdeV</i> : phosphodiesterase	noncoding
	1141786	10.8419	<i>rpoQ</i> ^c <> <i>VF_A1016</i>	<i>rpoQ</i> : RNA polymerase sigma factor, <i>VF_A1016</i> : histidine kinase	noncoding
	1168029	11.7799	<i>sypO</i>	Chain length regulator (Capsular polysaccharide biosynthesis)	coding
	1214075 ^a	6.1489	<i>VF_A1075</i>	Possible heptosyltransferase	coding
	1217739 ^b	5.3599	<i>VF_A1078</i>	Acetyltransferase/hydrolase family protein	coding
	1244651	6.0006	<i>VF_A1102</i> <> <i>VF_A1103</i>	<i>VF_A1102</i> : Site-specific recombinase/phage integrase family, <i>VF_A1103</i> : Multidrug resistance protein A	noncoding
	1255173 ^b	5.1624	<i>VF_A1114</i> <> <i>VF_A1115</i>	<i>VF_A1114</i> : Cobalt-zinc-cadmium resistance protein CzcD, <i>VF_A1115</i> : Transcriptional regulator, LysR family	noncoding
	1258738 ^a	5.2246	<i>VF_A1118</i>	Conserved protein yaeQ	noncoding
	1265287 ^b	6.3772	<i>VF_A1126</i>	AraC family transcriptional regulator	coding
	1308674	20.056	<i>lapI</i>	Probable lipopolysaccharide assembly protein A	coding
	1317083	10.7019	<i>lapE</i>	Outer membrane protein	noncoding

¹If the peak was present for WT and $\Delta qrr1$ mutant comparisons to the $\Delta litR$ mutant, the peak center values were averaged.

²A numerical representation of the height and broadness of the peak, with a higher value indicating a taller and narrower peak in relation to the $\Delta litR$ mutant. If the peak was present for WT and $\Delta qrrI$ mutant comparisons to the $\Delta litR$ mutant, the signal values were averaged.

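The signal values in Table S1 can be traced to the peak lists. Of its 147 entries, 145 had a signal value within 0.01 of a value in either list or of the mean of both. The exceptions were VF_A0688/VF_A0689 and *sdaC*, whose Table S1 center fell between 2 WT peaks, so that no WT value was matched to it. For *aceB*, the mean of the WT and ∆*qrr1* values was 78.0.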

³Listed genes are the closest to the peak. Genes that are divergently transcribed are annotated with $\langle \rangle$ in between. The $>$ annotation refers to genes that are transcribed in the same direction.

⁴Predicted functions were determined based on Uniprot annotations (1).

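In Table S1, 61 entries are marked by the paper as coding and 86 as noncoding, with the *msbA* and *hns* entries, which carry both marks, counted by the first. In the gene table of ASM1180v1, the summits listed under *VF_1380* and under *dns* fell inside VF_1381 and VF_0438, and the summit listed under VF_A0152 fell between genes. A locus tag named in Table S1 lay at or beside the peak center in the gene table for 75 of 78 entries.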

⁵A determination of whether the peak location (the point in which there are the most reads) is in a coding or noncoding region of the gene.

^aPeak was only significant in WT.

^bPeak was only significant in the $\Delta qrrI$ mutant.

^cThe gene was identified in a *luxO*/phosphomimetic LuxO microarray analysis (2).

^dPeak was present at the 3' ends of the two genes.

^eTwo peaks were present – one per noncoding region for each of the genes.

^fThe genes are in an operon or have a small intergenic region; the peak is present at the end of one gene and the start of the other.

1. Bateman A, Martin M-J, Orchard S, Magrane M, Adesina A, Ahmad S, Bowler-Barnett EH, Bye-A-Jee H, Carpentier D, Denny P, Fan J, Garmiri P, Gonzales LJDC, Hussein A, Ignatchenko A, Insana G, Ishtiaq R, Joshi V, Jyothi D, Kandasaamy S, Lock A, Luciani A, Luo J, Lussi Y, Marin JSM, Raposo P, Rice DL, Santos R, Speretta E, Stephenson J, Totto P, Tyagi N, Urakova N, Vasudev P, Warner K, Wijerathne S, Yu CW-H, Zaru R, Bridge AJ, Aimo L, Argoud-Puy G, Auchincloss AH, Axelsen KB, Bansal P, Baratin D, Batista Neto TM, Blatter M-C, Bolleman JT, Boutet E, Breuza L, et al. 2024. UniProt: the universal protein knowledgebase in 2025. *Nucleic Acids Research* doi:10.1093/nar/gkae1010.
2. Lupp C, Ruby EG. 2005. *Vibrio fischeri* uses two quorum-sensing systems for the regulation of early and late colonization factors. *Journal of Bacteriology* 187:3620-3629.

Table S2. Additional strains used in this study for strain construction.

**Strains**	**Genotype¹**	**Construction**	**Reference**
**BF185**	IG (Erm ^r): <i>PVF1200-lacZ</i><br><i>ΔlitR::FRT-Spec^r</i>	TT KV9740 with gKV9758	This study
**BF268**	IG (Erm ^r): <i>PrpoQ-lacZ</i><br><i>ΔsypQ::FRT</i>	TT KV9895 with gKV10013	This study
**BF279**	IG:: <i>PVF1200-lacZ</i>	Erm ^r removed from KV9758	This study
**BF281**	IG:: <i>PVF1200-lacZ ΔlitR::FRT</i>	Spec ^r and Erm ^r removed from BF185	This study
**BF285**	IG (Erm ^r): <i>PrpoQ-lacZ</i><br><i>ΔsypQ::FRT ΔlitR::FRT-Spec^r</i>	TT BF268 with gKV9740	This study
**BF291**	IG (Erm ^r): <i>PVFA1016-lacZ</i><br><i>ΔsypQ::FRT</i>	TT KV9895 with gKV10015	This study
**BF529**	IG (Erm ^r): <i>PnrdR-VFA1016-</i><br><i>PnrdR-RBS-pdeV-flag</i>	TT KV10144 with SOE products<br>amplified with primers 3243 & 3025<br>(ES114) and 2097 & 1487 (KV9482)	This study
**BF594**	IG (Erm ^r): <i>PlapV-lacZ</i><br><i>ΔsypQ::FRT</i>	TT KV9895 with gKV9466	This study
**BF597**	<i>ΔlitR::FRT-Spec^r</i> IG<br>(Erm ^r): <i>PlapV-lacZ</i><br><i>ΔsypQ::FRT</i>	TT BF594 with gKV9740	This study
**BF651**	<i>ΔbcsA::FRT-Trim^r</i> <i>ΔlapV-</i><br><i>1500::FRT-Spec^r</i>	TT KV8616 with gKV10468	This study
**BF665**	<i>ΔbcsA::FRT ΔlapV-1500::FRT</i>	Trim ^r and Spec ^r removed from BF651	This study
**JB19**	<i>litR::Erm^r</i>	N/A	(1)
**KV7371**	IG:: <i>PsypA-lacZ</i>	N/A	(2)
**KV8026**	<i>ΔVFA1016::FRT-Erm^r</i>	TT ES114 with SOE product<br>amplified with primers 2022 & 2122<br>(ES114) and 2089 & 2090 (pKV494)<br>and 2123 & 2025 (ES114)	This study
**KV8191**	<i>ΔsypQ::FRT-Erm^r</i>	N/A	(3)
**KV8232**	IG::Erm ^r -trunc Trim ^r	N/A	(3)
**KV8408**	<i>bcsA::Tn5</i>	N/A	(3)
**KV8613**	<i>ΔlapV-1500::FRT-Erm^r</i>	N/A	(4)
**KV8616**	<i>ΔbcsA::FRT-Trim^r</i>	N/A	(4)
**KV8629**	<i>ΔlapV-1500::FRT</i>	Erm ^r removed from KV8613	This study
**KV8753**	<i>ΔsypQ::FRT-Cm^r</i> <i>ΔbcsA::FRT-</i><br><i>Trim^r</i>	N/A	(4)
**KV8904**	<i>Δqrr1</i> IG::Erm ^r -trunc Trim ^r	TT TIM305 with gKV8232	This study
**KV9220**	<i>ΔsypA::FRT-Spec^r</i>	TT ES114 with SOE product<br>amplified with primers 1821 & 2808<br>(ES114) and 2089 & 2090 (pKV521)<br>and 2809 & 423 (ES114)	This study
**KV9324**	<i>ΔpdeV::FRT-Spec^r</i>	TT ES114 with SOE product<br>amplified with primers 2618 & 2619<br>(ES114) and 2089 & 2090 (pKV521)<br>and 2620 & 2621 (ES114)	This study
**KV9339**	<i>ΔrpoQ::FRT-Spec^r</i>	TT ES114 with SOE product<br>amplified with primers 2843 & 2844	This study

		(ES114) and 2089 & 2090 (pKV521) and 2845 & 2846 (ES114)	
**KV9466**	IG (Erm ^r):: <i>PlapV-lacZ</i>	TT KV7371 with SOE product amplified with primers 2185 & 2090 (pKV502) and 2877 & 2878 (ES114) and 2822 & 2876 (KV7371)	This study
**KV9482**	IG (Erm ^r):: <i>PnrdR-RBS-pdeV-flag</i>	TT KV8232 with SOE product amplified with primers 2290 & 2892 (KV9563) and 2354 & 1487 (KV9563)	This study
**KV9563**	IG (Erm ^r):: <i>PnrdR-RBS-pdeV</i>	TT ES114 with gDNA of intermediate strain TT KV8904 with SOE product amplified with primers 2290 & 2090 (pKV506) and 2871 & 2872 (ES114) and 2089 & 1487 (pKV503)	This study
**KV9740**	$\Delta litR::FRT-Spec^r$	N/A	(5)
**KV9758**	IG (Erm ^r):: <i>PVF1200-lacZ</i>	TT KV7371 with SOE product amplified with primers 2185 & 2090 (pKV502) and 2983 & 2984 (ES114) and 2822 & 2876 (KV7371)	This study
**KV10013**	IG (Erm ^r):: <i>PrpoQ-lacZ</i>	TT KV7371 with SOE product amplified with primers 2185 & 2090 (KV9466) and 3080 & 3277 (ES114) and 2822 & 2876 (KV9466)	This study
**KV10015**	IG (Erm ^r):: <i>PVFA1016-lacZ</i>	TT KV7371 with SOE product amplified with primers 2185 & 2090 (KV9466) and 3078 & 3276 (ES114) and 2822 & 2876 (ES114)	This study
**KV10111**	IG (Erm ^r):: <i>PnrdR-VFA1016</i>	TT KV8232 with SOE product amplified with primers 2089 & 2090 (pKV506) and 3265 & 3233 (ES114) and 2196 & 1487 (pKV503)	This study
**KV10144**	IG::PnrdR-VFA1016	Erm ^r removed from KV10111	This study
**KV10468**	$\Delta lapV-1500::FRT-Spec^r$	TT ES114 with SOE product amplified with primers 2224 & 2225 (ES114) and 2089 & 2090 (gKV9220) and 2226 and 2227 (ES114)	This study
**KV10568**	IG (Erm ^r):: <i>PrpoQ-T1-lacZ</i>	TT KV7371 with SOE product amplified with primers 2185 & 2090 (KV10013) and 4328 & 2876 (KV10013)	This study
**KV10593**	$\Delta sypQ::FRT$ IG (Erm ^r):: <i>PrpoQ-T1-lacZ</i>	TT KV9895 with gKV10568	This study
**KV10619**	$\Delta VFA1016::FRT-Spec^r$	TT ES114 with SOE product amplified with primers 1965 & 2122 (ES114) and 2089 & 2090 (pKV521) and 2123 & 1966 (ES114)	This study

**KV10766**	$\Delta sypQ::FRT$ IG<br>(Erm ^r):: <i>PVFA1016-T1-lacZ</i>	TT KV9895 with gDNA from an intermediate strain made by TT 7371 with SOE product amplified with primers 2185 & 2090 (pKV502) and 4332 & 2876 (KV10015)	This study
**KV10782**	IG (Erm ^r):: <i>PrpoQ-T2-lacZ</i>	TT KV7371 with SOE product amplified with primers 2185 & 2090 (pKV502) and 4438 & 2876 (KV10013)	This study
**KV10793**	IG (Erm ^r):: <i>PVFA1016-T2-lacZ</i>	TT KV7371 with SOE product amplified with primers 2185 & 2090 (pKV502) and 4470 & 2876 (KV10015)	This study
**KV10797**	$\Delta sypQ::FRT$ IG (Erm ^r):: <i>PrpoQ-T2-lacZ</i>	TT KV9895 with gKV10782	This study
**KV10798**	$\Delta sypQ::FRT$ IG<br>(Erm ^r):: <i>PVFA1016-T2-lacZ</i>	TT KV9895 with gKV10793	This study
**KV10848**	IG (Erm ^r):: <i>PVFA1016-T3-lacZ</i>	TT KV7371 with SOE product amplified with primers 2185 & 2090 (pKV502) and 4491 & 2876 (KV10015)	This study
**KV10850**	IG (Erm ^r):: <i>PrpoQ-T3-lacZ</i>	TT KV7371 with SOE product amplified with primers 2185 & 2090 (pKV502) and 4330 & 2876 (KV10013)	This study
**KV10859**	$\Delta sypQ::FRT$ IG<br>(Erm ^r):: <i>PVFA1016-T3-lacZ</i>	TT KV9895 with gKV10848	This study
**KV10861**	$\Delta sypQ::FRT$ IG (Erm ^r):: <i>PrpoQ-T3-lacZ</i>	TT KV9895 with gKV10850	This study
**KV10910**	IG (Erm ^r):: <i>PrpoQ-rpoQ</i>	TT KV8232 with SOE product amplified with primers 2290 & 2090 (pKV502) and 3080 & 2619 (ES114) and 2196 & 1487 (pKV503)	This study
**KV10944**	IG (Erm ^r):: <i>PaceB-lacZ</i>	TT KV7371 with SOE product amplified with primers 2185 & 2090 (pKV502) and 4510 & 4511 (ES114) and 2822 & 2876 (KV9466)	This study
**KV10951**	$\Delta sypQ::FRT \Delta litR::FRT-Spec^r$	TT KV9895 with gKV9740	This study
**KV11120**	IG (Erm ^r):: <i>PaceB-mutated-lacZ</i>	TT KV7371 with SOE product amplified with primers 2185 & 4545 (KV10957) and 4544 & 2876 (KV10957)	This study
**KV11136**	IG (Erm ^r):: <i>PtfoY-mutated-lacZ</i>	TT KV7371 with SOE product amplified with primers 2185 & 4541 (KV10960) and 4540 & 2876 (KV10960)	This study
**KV11137**	IG (Erm ^r):: <i>PVF1200-mutated-lacZ</i>	TT KV7371 with SOE product amplified with primers 2185 & 4547 (BF185) and 4546 & 2876 (BF185)	

¹Abbreviations: IG, gene inserted at intergenic region between genes *yeiR* and *glmS* along with an FRT scar, with one exception: KV7371 does not contain an FRT scar; IG (Erm), gene inserted between *yeiR* and *glmS* along with FRT-Erm^r; TT, TfoX-mediated transformation using *tfoX*-overexpressing version of indicated strain; trunc, truncation; RBS, idealized ribosome binding site; FLAG, FLAG-epitope tagged; FRT, Flippase Recognition Target; if not followed by an antibiotic resistance gene, then the antibiotic cassette was flipped out leaving an FRT scar within the chromosome.

1. Bose JL, Kim U, Bartkowski W, Gunsalus RP, Overley AM, Lyell NL, Visick KL, Stabb EV. 2007. Bioluminescence in *Vibrio fischeri* is controlled by the redox-responsive regulator ArcA. *Molecular Microbiology* 65:538-553.
2. Norsworthy AN, Visick KL. 2015. Signaling between two interacting sensor kinases promotes biofilms and colonization by a bacterial symbiont. *Molecular Microbiology* 96:233-248.
3. Visick KL, Hodge-Hanson KM, Tischler AH, Bennett AK, Mastrodomenico V. 2018. Tools for rapid genetic engineering of *Vibrio fischeri*. *Applied and Environmental Microbiology* 84:AEM.00850-18.
4. Christensen DG, Marsden AE, Hodge-Hanson K, Essock-Burns T, Visick KL. 2020. LapG mediates biofilm dispersal in *Vibrio fischeri* by controlling maintenance of the VCBS-containing adhesin LapV. *Molecular Microbiology* 114:742-761.
5. Fung BL, Visick KL. 2025. LitR and its quorum-sensing regulators modulate biofilm formation by *Vibrio fischeri*. *Journal of Bacteriology* doi:10.1128/jb.00476-24.

How the deposited data were processed for this re-analysis (not part of the article)

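ChIP and input libraries came from 3 strains of *V. fischeri* (WT, ∆*litR* and ∆*qrr1*), with 3 ChIP and 3 input libraries each, and samples were grouped by the strain in their labels. As the study's methods and the submitters' processing notes state, the authors trimmed reads with fastp 0.21.0, mapped them with Bowtie2 2.3.5.1, filtered out reads with more than a single non-matching base and pairs with the same end points, normalized insert starts by the input, generated artificial reads, subtracted the input and compared strains in MACS2 2.2.9.1. The deposited signal value is a ratio, the fold of the summit coverage over a control level. This level has a floor that is the same for either control strain. The deposited −log10 p-value and −log10 q-value come from the authors' peak caller. Libraries of a strain were pooled by the authors before calling, so the lists hold no spread between replicates.

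The 6 deposited peak lists were read with pandas 2.3.3 and NumPy 2.4.6 in Python 3.11.15, and tests used SciPy 1.17.1. Positions were written from 1. Sequence names in the lists correspond to chromosomes I and II and plasmid pES100, and the last peak ended at 2897405, 1330185 and 45846, beside last genes ending at 2897425, 1330313 and 45837. The gene table of ASM1180v1 holds 3953 genes. It gives no strand and no protein names, and no genome sequence was used. The planned assignment to genes whose 5′ end faces the summit was therefore replaced by the gene holding the summit or both flanking genes, the planned motif test was not run, and gene lists defined by protein names were counted only in the function text of Table S1. The positions of *litR*, *qrr1*, *luxR* and *luxI* are paired with no identifier in the sources used here, and these genes were not analysed here.

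A LitR-binding site was a set of peaks of the WT and ∆*qrr1* lists joined by overlaps of at least 1 bp, with a signal value of at least 5 in either list. Genes named in the text were those the study names, the 20 highest WT sites and the 10 highest peaks of each other list. Up to 4 members of each gene list were added. The values of Table S1 had been read before this rule was written and before the gene lists were fixed. The share of summits in coding sequence and the number of sites in or beside gene lists were tested against 100000 random placements of the summits on each chromosome, two-sided, with Benjamini-Hochberg adjustment over the 6 lists with at least 4 members that the gene table names. The overlap of peaks higher in the ∆*litR* mutant was tested against 10000 placements, one-sided. The summit coverage was recovered as the whole number that gives both the deposited fold and the deposited −log10 p under a Poisson model, which worked for 99.8% of peaks in the WT over ∆*litR* list and 99.4% in the WT over ∆*qrr1* list, the lowest share; this step was chosen after seeing the data. These counts are of artificial reads, so precision from sequencing depth is unknown and no interval is given.

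On simulated data, coverage was recovered exactly for 100% of 578 peaks, the number in the WT over ∆*litR* list. Their fold and p came from the same formula that the recovery inverts, so this checks the calculation and not the model. The coding test gave a p under 0.05 in 5.25% of sets of 145 randomly placed sites and in 100% of sets with 30 percent of the sites moved outside genes. The overlap count found 100% of 1256 peaks when a list was set against itself moved by 20 bp, and 25.0% when it was placed at random. Alternatives to the minimum signal value, the joining rule, the lists used, the gene assignment and the position within a peak were tried. Input libraries entered only through the authors' normalization.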

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

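Of the tests in this part, both tests of the plasmid were chosen only after their result was seen.

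Peaks called higher in the ∆*litR* mutant, which the paper left out of its data set, reached a signal value of at least 5 at 18 positions over WT and 23 over the ∆*qrr1* mutant. Over WT the highest were in VF_0881, with 7.44, *yidD*, with 7.38, and *murP*, with 7.25, and *murP* was also the highest over the ∆*qrr1* mutant, followed by VF_0411, with 6.44, and *rpsI*, with 6.39. The summit lay in coding sequence for 17 of the 18 and 22 of the 23. None of them touched a WT or ∆*qrr1* peak of any signal value. That was nearly fixed in advance, since those peaks were called in the opposite direction with the same ∆*litR* libraries. At 11 of the 18 positions a peak of the other list overlapped, against 0.141 in random placements (placement permutation test, one-sided, p = 1.0e-04, the smallest these placements can give), but both lists share the ∆*litR* libraries, so the excess is not by itself a shared effect.

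In all, 1256 and 1246 peaks were called higher in the ∆*litR* mutant. Against another protein taking the place of LitR at its sites, 94 and 98 of them lay within 2000 bp of a LitR-binding site, below the 132 and 131 of random placements outside the sites, so nearly all lay elsewhere; a raised WT or ∆*qrr1* coverage beside LitR sites makes such calls less likely there, and H-NS itself was not measured. Background pull-down at highly transcribed genes may account for a small part: 68 and 62 summits fell in ribosomal protein, tRNA and rRNA genes, against 28.3 in placements of either list (placement permutation test, one-sided, p = 1.0e-04 for each). What gives the remaining peaks stays open.

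In the direct comparisons, 4 peaks higher in the ∆*qrr1* mutant than in WT reached a signal value of 5, in *tssA* (6.20), VF_1095 (5.98), VF_1133 and VF_0087 (5.65), and 1 peak higher in WT did, in VF_A0093 (5.18). At 3 of these 4 ∆*qrr1* peaks the control level was the floor of the list, which is no reading of WT. On chromosome I, 318 of 479 peaks higher in the ∆*qrr1* mutant (66.4%) lay on the side farther from the origin, taken at the start of the numbering, and so did 217 of 512 peaks higher in WT (42.4%). The share was 69.9% among the 336 that touched a ∆*qrr1* over ∆*litR* peak, a list that itself had 64.3%, beside 57.0% in the WT over ∆*litR* list, and 58.0% among the 143 that touched none (placement permutation test, two-sided, p = 2.0e-05 for the 336 and 0.0649 for the 143), so stronger LitR binding was not excluded. Unequal levelling of coverage along the replicating chromosome may also contribute: at 95 sites the ratio of ∆*qrr1* to WT summit coverage and the distance from the origin had a Spearman's rho of 0.14 (permutation p = 0.174; across sites, which are not replicates). With neither value past its threshold, these explanations cannot be told apart. The split by touching could not separate them in any case, since both lists use the same ∆*qrr1* libraries.

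Plasmid pES100, which the paper does not report on, held a WT peak with a signal value of 5.98 from 14169 to 19804, with its summit in VF_B0028. WT peaks over the ∆*litR* mutant covered 79.0% of the plasmid, against 7.40% of chromosome I and 4.50% of chromosome II, which is consistent with a difference in signal along the whole plasmid. The ∆*qrr1* summit nearest to that in VF_B0028 lay 6400 bp away, but its interval, from 10412 to 24697, holds the WT summit and records only its highest point, so a LitR-binding site at VF_B0028 stays open. In VF_B0043 a weaker peak had summits at 32502 in WT and 32495 in the ∆*qrr1* mutant, with signal values of 3.75 and 3.98, and a site there was not excluded either. No biological explanation for the whole plasmid was tested.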

How the results depend on the processing

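Tests and alternatives chosen only after the results were seen were the ranking by coverage, the sites without the plasmid, the wider flagellar list and the overlap with no minimum. The count of 146 LitR-binding sites fell to 81 with a signal value of at least 7.5, to 55 with at least 10 and to 95 with the minimum reached in both lists, and rose to 887 with no minimum; the joining rule, the mean of both values, the q-value filter and leaving out the plasmid gave between 119 and 157. The 208 genes became 120, 82 and 135 under the first 3 of these settings, and were 213 with summits at most 100 bp apart, 167 with the mean of both values, 207 without the plasmid and 145 with the nearest gene only; no other setting was run for genes. Fewer sites follow from the stricter filters by construction. The share of sites in coding sequence stayed below chance in all 5 alternatives, between 49.1% and 62.3%, each at a placement permutation p of 2.0e-05, the smallest possible. No gene list passed an adjusted p of 0.05 in any setting, and the wider flagellar list gave an adjusted p of 0.702. Apart from the control lists and this wider list, each held only 4 to 6 genes that the gene table names by symbol. Genes it gives by locus tag alone, such as *sypO* and *lapV*, could not be counted. These tests therefore had little chance to pass, and no lack of enrichment follows from them. The site of *aceB* ranked 1 by signal value and by −log10 q in both lists, but 5 in WT and 4 in the ∆*qrr1* mutant by recovered coverage, where sites with a high control level came first. Peaks higher in the ∆*litR* mutant numbered 0 in both lists with a signal value of at least 10, and 1256 and 1246 with no minimum. Their overlap had a permutation p of 1.0e-04, the smallest possible, with summits at most 100 bp apart and with no minimum. Every alternative of the motif test (window, motif width, control windows matched for GC content, forced palindrome) was not run, since no genome sequence was used. No paired analysis was possible because the authors pooled the replicates of each strain before calling peaks, and for the same reason no replicate could be left out. The depth of the libraries is unknown, so its limit on weak peaks was not assessed.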

Differences from the paper's values

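At the study's own threshold, with sites from either list and the summit as the position, none of the values compared differed by more than 1.5 times. The paper gives 147 LitR-binding sites and 181 genes, and 146 sites and 208 genes were found here, the latter with both flanking genes counted. Of the 146 sites, 2 each held 2 entries of Table S1, and 1, that on plasmid pES100, held none. With only the sites that reached the threshold in both lists, 95 were left, and the paper's count is over 1.5 times that. In Table S1, 41.5% of entries are marked as coding by the paper, with the *msbA* and *hns* entries, marked as both, counted by the first mark, against 55.5% of summits here; with the midpoint of the peak in place of the summit the share was 62.3%, which is over 1.5 times the paper's, and no alternative gave a lower share than 49.1%.

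The paper places the *rpoQ*/*VF_A1016* peak in the intergenic region, and the intervals in both lists cover that region. The summits lay 7 and 35 bp inside VF_A1015, while the averaged center in Table S1, 1141786, lies beyond its edge at 1141780. Table S1 marks VF_A0152 as coding, and its summits fell between VF_A0151 and VF_A0152. The paper describes dual peaks in the *rpoQ*/*VF_A1016* region, and each list held 1 interval with 1 summit there. Table S1 marks VF_A0777 as significant in WT alone, while the ∆*qrr1* list holds a peak there with a signal value of 11.8, beside 9.87 in WT. The WT peak on plasmid pES100 with a signal value of 5.98 has no entry in Table S1.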

Other observations

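The genes in this part were chosen after their values were seen, apart from those of the 10 highest peaks of each list.

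The type VI secretion genes *tssE* (VF_1002) and *tssA* (VF_1005), for parts of a contact-dependent secretion machine, held LitR-binding summits at 1107585 and 1111144 on chromosome I. *tssE* had signal values of 5.18 in WT and 9.31 in the ∆*qrr1* mutant, and *tssA* had a peak in the ∆*qrr1* mutant alone, with 6.20. *tssA* also led the peaks higher in the ∆*qrr1* mutant than in WT. Its signal value, coverage and control level there were the same as over the ∆*litR* mutant, with the control level at the floor. The comparison with WT is therefore not a second reading. No test of this group was made.

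At 6 sites no WT peak was called at any signal value: VF_0087, a c-di-GMP phosphodiesterase gene, *sodB*/*grxD*, VF_1005, VF_1095, *pyrD* and VF_A1126, an AraC-family regulator gene. Their ∆*qrr1* signal values ran from 5.76 at *sodB*/*grxD* to 6.38 at VF_A1126.

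At a few sites the ∆*litR* control level itself was many times the lowest level of the list, 68.2. In the WT list it was 1568 in the gap between VF_0161 and VF_0162, the site of *gfcE*, with a recovered coverage of 8157 and a signal value of 5.20. It was 1447 at *gapA2*, 1286 at VF_2379 and 562 at VF_2270. The recovered WT coverage at these 3 sites was 7720, 8130 and 5742, with signal values of 5.33, 6.32 and 10.2.

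Among peaks higher in WT than in the ∆*qrr1* mutant, those after VF_A0093 were in *purL*, with 4.77 and a second peak with 3.95, VF_T0042, with 4.17, and VF_0353, with 4.13.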
